# Macrophage PKM2 depletion ameliorates hepatic inflammation and acute liver injury in mice

**DOI:** 10.3389/fphar.2025.1546045

**Published:** 2025-04-25

**Authors:** Ziwei Kang, Ruoyan Xie, Yiming Cui, Zhiwei Chen, Jincheng Li, Jinyu Lv, Weijia Ye, Peixin Zhao, Keke Zhang, Jian Hong, Hengdong Qu

**Keywords:** pyruvate kinase M2 (PKM2), macrophages, glycolysis, hepatocyte, acute liver injury (ALI)

## Abstract

**Introduction:**

Pyruvate kinase M2 (PKM2), the rate-limiting enzyme of glycolysis, plays a critical role in macrophage activation and a broad spectrum of chronic liver diseases. However, whether PKM2 contributes to the pathogenesis of acute liver injury (ALI) remains largely unexplored.

**Methods:**

PKM2 expression was assessed in human and mouse ALI livers. Macrophage-specific PKM2 knockout mice were challenged by two independent ALI models, induced by acetaminophen (APAP) and lipopolysaccharide/D-galactosamine (LPS/D-GalN), to explore the role and regulatory mechanism of macrophage PKM2 in ALI progression.

**Results:**

By bioinformatic screening and analysis of ALI liver, we found that PKM2 was significantly upregulated in the liver tissues of ALI patients and mice. Immunofluorescence staining further demonstrated that PKM2 was markedly upregulated in macrophages during ALI progression. Notably, macrophage PKM2 depletion effectively alleviated APAP- and LPS/D-GalN-induced ALI, as demonstrated by ameliorated immune cells infiltration, pro-inflammatory mediators, and hepatocellular cell death. PKM2-deficient macrophages showed M2 anti-inflammatory polarization *in vivo* and *in vitro*. Furthermore, PKM2 deletion limited HIF-1α signaling and aerobic glycolysis of macrophages, which thereby attenuated macrophage pro-inflammatory activation and hepatocyte injury. Pharmacological PKM2 antagonist efficiently ameliorated liver injury and prolonged the survival of mice in APAP-induced ALI model.

**Discussion:**

Our study highlights the pivotal role of macrophage PKM2 in advancing ALI, and therapeutic targeting of PKM2 may serve as a novel strategy to combat ALI.

## 1 Introduction

Liver, the largest solid organ of the body, shows remarkable capacity against drug toxicity and bacterial/viral infection. Acute liver injury (ALI), characterized by innate immunity dysregulation and overwhelming hepatocellular cell death, is a fatal liver condition with high morbidity and mortality (Stravitz and Lee, 2019). Acetaminophen (APAP) overdose is a leading cause of drug-induced ALI and acute liver failure (ALF) in the western world, accounting for nearly 50% of all the ALF cases in the United States (Bhushan and Apte, 2019; Katarey and Verma, 2016). Meanwhile, sepsis is another well-known cause of ALI, which has been recognized as a powerful independent predictor of mortality in the intensive care unit (Sun et al., 2020). Thus far, limited therapeutic options were available for ALI.

Myeloid cell infiltration is central to the pathogenesis of ALI, leading to enhanced hepatic inflammation and necrosis of centrilobular areas. Macrophage, an important component of the myeloid profiling, play a key role in the initiation, propagation, and finally the resolution of liver injury (Hassan et al., 2023; Roth et al., 2020). On one hand, in response to pro-inflammatory stimuli, macrophages release substantial oxygen free radicals and pro-inflammatory mediators, including interleukin-6 (IL-6) and tumor necrosis factor α (TNF-α), which triggers hepatocyte injury and apoptosis (Brenner et al., 2013). On the other hand, restorative macrophages are thought to orchestrate the clearance of DAMPs or PAMPs by phagocytosis, and thereby ameliorating hepatocyte apoptosis and liver injury (Li et al., 2020; Starkey Lewis et al., 2020). Recent evidences have highlighted the therapeutic potential of repolarizing macrophage from M1 to M2 phenotype as ALI treatment (Zhou et al., 2022; Yang et al., 2023). Further understanding of the macrophage phenotype switch may open up new avenues of macrophage-based therapeutic strategies for ALI.

Pyruvate kinase M2 (PKM2), the rate-limiting enzyme of glycolysis, has been recognized as a pivotal regulator of macrophage pro-inflammatory activation (Liu et al., 2021). Nuclear translocation of PKM2 induces transactivation of HIF-1α signaling and macrophage M1 polarization, whereas limiting PKM2 nuclear translocation by PKM2 antagonist reprograms macrophage from pro-inflammatory phenotype to restorative phenotype (Palsson-McDermott et al., 2015). Thus far, therapeutic targeting of PKM2 has been shown to ameliorate a broad spectrum of chronic liver diseases, ranging from alcoholic liver disease to nonalcoholic steatohepatitis (NASH) (Qu et al., 2023). Recent studies (Wang et al., 2022a; Sang et al., 2024) indicates that PKM2 is involved in the progression of ALI, however, the role and regulatory mechanism of PKM2 in ALI remains incompletely understood.

In the current study, we found that PKM2 was significantly upregulated in macrophages of ALI liver, and deletion of PKM2 in macrophages markedly ameliorated APAP- and LPS/GalN-induced ALI in mice. In addition, we found that therapeutic targeting of PKM2 efficiently alleviated liver injury and prolonged the survival of APAP mice. Our study demonstrates a central role of macrophage PKM2 in the progression of ALI, highlighting the translational potential of PKM2 as a therapeutic target for ALI treatment.

## 2 Methods

### 2.1 Bioinformatic analysis

Publicly available dataset (GSE255777) were used for analysis of *PKM* mRNA levels in human ALF, and the dataset regarding *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ BMDMs were generated as previously described (Qu et al., 2024). Significant pathways of the differentially expressed genes (DEGs) were analyzed according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database.

### 2.2 Mice and treatment

Studies were performed on mice kept in a specific pathogen–free environment with a 12-h light-dark cycle starting at 7 a.m. at a constant temperature of 22°C–24°C. Macrophage-specific PKM2 knockout mice [*PKM2* ^*FL/FL*^ *LysM-Cre* (*PKM2* ^*ΔMAC*^)] and their control littermates (*PKM2* ^*FL/FL*^) were generated and validated as previous described (Qu et al., 2024). 6-8-week-old male C57BL/6J mice were obtained from Vital River Laboratory Animal Technology Co., Ltd. For all APAP experiments, mice were fasted overnight, and APAP (Sangon Biotech, Shanghai, China) was dissolved in warm 0.9% saline and was administered intraperitoneally (i.p.).

For analysis of the dynamic expression of macrophage PKM2 during APAP-induced ALI progression, mice were treated with 300 mg/kg APAP, and euthanized at 0, 6, 12, 24 h following APAP treatment. To interrogate the role of macrophage PKM2 in APAP-induced ALI progression, 6-8-week-old male *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice were subjected to APAP challenge (300 mg/kg) and were euthanized and analyzed 24 h after induction. To determine the effect of macrophage PKM2 knockout on sepsis-associated ALI, 6-8-week-old male *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice were subjected to 50 μg/kg LPS (Aladdin, Shanghai, China) plus 700 mg/kg D-GalN (Aladdin, Shanghai, China) and were euthanized and analyzed 5 h after induction. To investigate the therapeutic effect of PKM2 antagonist on APAP-induced ALI and ALF, 6-8-week-old male C57BL/6J mice were pretreated with single i.p. injection of ML265 (30 mg/kg; MedChemExpress, USA), and then were subjected to 300 mg/kg or 750 mg/kg APAP induction, for analysis of liver injury and survival respectively.

All animal procedures were performed in accordance with the Guidelines for Care and Use of Laboratory Animals of Jinan University and approved by the Animal Ethics Committee of Jinan University (The animal ethical license No. 20241112-04).

### 2.3 Histology, immunohistochemistry, and immunofluorescence

Briefly, formalin-fixed, paraffin-embedded liver tissue samples (4 μm) were stained with H&E, immunohistochemistry and immunofluorescence according to standard protocols as previously described (Qu et al., 2024). All bright field images were captured by Olympus BX51 Fluorescence Microscope. For immunofluorescence staining, sections of formalin-fixed, paraffin-embedded tissue samples or cells fixed with cold methanol were co-stained with indicated primary antibodies and further detected by appropriate secondary antibodies (ThermoFisher Scientific, MA, USA) labeled with either Alexa 488 or Alexa 555 according to the manufacturer’s instructions. DAPI (ThermoFisher Scientific) was used to label the nuclei. Immunofluorescence images were captured by Leica SP8 3X STED Laser Confocal Microscope. Morphologically, necrosis is identified as cellular swelling and chromatin condensation, and necrotic region was analyzed as previously described (Bi et al., 2022). Quantification of immunohistochemistry and immunofluorescence staining were performed by ImageJ as previously described (Qu et al., 2024). The following primary antibodies, including PKM1 (7067, CST), PKM2 (4053, CST), HNF-4α (3113, CST), F4/80 (70076, CST), CD11b (BM3925, Boster), C-Caspase3 (9664, CST), iNOS (F01770, Selleck), CD206 (24595, CST) were used for IHC and IF staining.

### 2.4 TUNEL

Mouse liver paraffin sections were stained with transferase-mediated deoxyuridine triphosphate-biotin nick end labeling (TUNEL) kit (Beyotime, Shanghai, China) ac-cording to the instructions.

### 2.5 Transfection

Lentiviral particles containing shPKM2 were obtained from GeneChem as previously described (Qu et al., 2024). Specific siRNAs targeting HIF-1α were designed and constructed by Genscript, and cells were transiently transfected with Lipofectamine 3000. Cells were used 48–72 h after transfection for downstream analyses. The sequences (5′-3′) are provided as below. siRNA-1: CAC​AUU​CAC​GUA​UAU​GAU​AUU; siRNA-2: CCG​GUU​GAA​UCU​UCA​GAU​AUU; siRNA-3: GUG​GAU​AGU​GAU​AUG​GUC​AUU.

### 2.6 Primary cell isolation and cell culture

Mouse bone marrow was collected from the femoral and tibia of mice and cultured in 10 ng/mL M-CSF (315-02, Peprotech, NJ, USA) containing DMEM supplemented with 10% FBS for 7 days for BMDMs differentiation. BMDMs were primed with LPS (10 ng/mL, Sigma-Aldrich) and IFN-γ (25 ng/mL, Peprotech) for 16 h to induce macrophage pro-inflammatory phenotype. Addition of 2-DG (S4701, Selleckchem, Texas, USA) were added to pre-treat the cells before LPS induction as previously described (Qu et al., 2024; Xie et al., 2016).

Primary hepatocytes were isolated as previously described (Bi et al., 2022; Wang et al., 2022b). Hepatocytes were cultured with DMEM medium, containing FBS, dexamethasone, insulin and penicillin-streptomycin solution. Thereafter, hepatocyte was co-cultured with BMDMs in the presence of LPS and IFN-γ, and the levels of pro-inflammatory factors of hepatocyte were determined by qPCR and ELISA. Meanwhile, the protein expression of p-STAT1 and HIF-1α in BMDMs was assessed by Western blotting.

The immortalized human myeloid leukemia monocytes (THP-1) cell line was purchased from Wuhan Procell Life Science & Technology Co., Ltd. (China) and cultured in RMPI medium supplemented with 10% FBS and 1% penicillin/streptomycin. The immortalized human hepatocytes (HepaRG) cell line was purchased from Shanghai Qiansi Biotechnology Co., Ltd. (China) and cultured in DMEM medium supplemented with 10% FBS and 1% penicillin/streptomycin. For validation of the role of HIF-1α in PKM2-mediated macrophage M1 polarization, THP-1 cells were transfected with lentiviral particles containing shPKM2. Next, THP-1 (shPKM2 and shNC) were differentiated into macrophages with 20 ng/mL PMA for 48 h, transfected by siRNA targeting HIF1A, and treated with LPS (1 μg/mL, 24 h) for macrophage M1 polarization. For co-culture experiments between THP-1 and HepaRG cells, THP-1 (shPKM2 and shNC) cells were differentiated and polarized into M1 macrophages, and the supernatant was collected and used to treat HepaRG cells.

### 2.7 Fluorescence activated cell sorting (FACS) analysis

BMDMs from male *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice were resuspended and cultured overnight in 6 well plate, and then treated with LPS/IFN-γ for 16 h to induce macrophage M1 polarization. Meanwhile, BMDMs were treated with IL-4 (20 ng/mL, Peprotech, NJ, USA) for 24 h to induce macrophage M2 polarization. Macrophages were collected for flow cytometric analysis using PE anti-mouse F4/80 (565410, BD Biosciences, CA, USA), FITC anti-mouse CD11b (557396, BD Biosciences, CA, USA), BV421 Rat Anti-Mouse CD86 (564198, BD Biosciences, CA, USA), and Alexa Fluor 647 Rat Anti-Mouse CD206 (565250, BD Biosciences, CA, USA) antibodies as previously described (Wang et al., 2022b).

### 2.8 Western blotting

Western blot analysis was performed as previously described (Qu et al., 2024). Briefly, protein of liver tissues and cells were extracted according to a standard protocol, and the protein concentrations were measured respectively. Equal amounts of proteins were loaded onto 10% SDS-PAGE gels, and the gels were transferred to polyvinylidene difluoride (PVDF) membranes (3010040001, Roche). The membranes were blocked with 5% skim milk in TBST and immunoblotted with the indicated primary antibodies at 4°C overnight. The membranes were washed and incubated with a horseradish peroxidase (HRP)-linked secondary antibody for 1 h at room temperature the next day, and the bands were detected using an enhanced chemiluminescence (ECL) kit (170-5061, Bio-Rad, Hercules, CA, USA) and quantified with a ChemiDoc MP Imaging System (Bio-Rad, Hercules, CA, USA). The following primary antibodies were used for Western blotting: p-STAT1 (9167, CST), STAT1 (14994, CST), p-STAT6 (56554, CST), STAT6 (5397, CST), PKM2 (4053, CST), HIF-1α (20960, Proteintech) and β-actin (GB15003, Servicebio).

### 2.9 Real-time quantitative PCR

The qPCR analysis was performed as previously described (Qu et al., 2024). Briefly, the total RNA of livers and cells was isolated by Trizol, and the mRNA expression of targeted gene were normalized to the β-actin mRNA. The following primers were used (5′-3′).

CAG GCG GTG CCT ATG TCT C and CGA TCA CCC CGA AGT TCA GTA G for mouse *Tnfa*; GAA ATG CCA CCT TTT GAC AGT G and TGG ATG CTC TCA TCA GGA CAG for mouse *Il1b*; CTG CAA GAG ACT TCC ATC CAG and AGT GGT ATA GAC AGG TCT GTT GG for mouse *Il6*; TCA ACC GCA ACG AGG AGA AC and CCA CAA ACA GCG ACA CGA CA for mouse *Glut1*; GAG TGG AAT GAA TGT TGC TGG TGT C and CCA GGA TGT GTA GCC TTT GAG TTT G for mouse *Ldha*; GGC TGT ATT CCC CTC CAT CG and CCA GTT GGT AAC AAT GCC ATG T for mouse *Actb*; ACA AGC CTG TAC CCC ATG TT and AAA GTA GAC CTG CCC AGA CT for human *TNFA*; ATG GCA GAA GTA CCT AAG CTC GC and ACA CAA ATT GCA TGG TGA AGT CAG TT for human *IL1B*; ATG AAC TCC TTC TCC ACA AGC GC and GAA GAG CCC TCA GGC TGG ACT G for human *IL6*; CAT CAT GGG CTG GAC ATT GG and CCA CAA AGA TGG TCA CGG TCT G for human *BAX*; GCC CTG TGG ATG ACT GAG TA and ACT TGT GGC TCA GAT AGG CA for human *BCL2*.

### 2.10 Biochemical analyses

ALT activity analysis Kit (BC1555, Solarbio, Beijing, China) was used for detection of serum ALT activity according to the kit instructions.

### 2.11 Enzyme-linked immunosorbent assay (ELISA)

Levels of cytokines including TNF-α (Proteintech, Wuhan, China) and HMGB1 (G-CLONE, Beijing, China) were detected with indicated ELISA kits according to the manufacturer’s instructions. Extracellular levels of glucose and lactate were deter-mined using glucose (Beyotime, Shanghai, China) and lactate assay kit (Beyotime, Shanghai, China) according to the manufacturer’s instructions.

### 2.12 Statistical analyses

Data are expressed as mean ± SD. Statistical analyses were performed using the GraphPad Prism Version 9.0. All data were performed using 2-tailed Student’s t-test or one-way ANOVA. *P* ≤ 0.05 was considered significant difference.

## 3 Results

### 3.1 Macrophage PKM2 was significantly upregulated the in the liver tissues with ALI

To investigate the role of PKM2 in ALI, we first analyzed human datasets (GSE255777) (Umbaugh et al., 2024) comprising of APAP overdose-induced ALF patient and healthy control. We found that the mRNA level of *PKM* (which encodes PKM1 and PKM2) were significantly enhanced in the liver tissues of ALF patients, accompanied by upregulation of glycolytic genes and pro-inflammatory cytokines (Figure 1A). Meanwhile, we found that pathways involved in the mitotic nuclear division, chromosome segregation and antigen processing and presentation were significantly enriched in ALF liver, possibly attributed to increased hepatocyte regeneration and immune cell activation in response to APAP overdose. (Figure 1B). Immunohistochemistry (IHC) indicated that PKM2, but not PKM1, was significantly upregulated in the liver tissues of murine ALI models induced by acetaminophen (APAP) and lipopolysaccharide/D-galactosamine (LPS/D-GalN), respectively (Figure 1C). From the IHC images, we noticed that PKM2 was particularly upregulated in non-parenchymal cells (NPCs), but not in hepatocytes during ALI progression. Immunofluorescence staining confirmed that PKM2 expression was elevated in NPCs, especially in macrophages within the necrotic region of the ALI livers (Figure 1D). Consistent with what we have observed in NASH livers (Qu et al., 2024), another inflammatory liver condition, we found that most PKM2 was located in the nucleus of F4/80-positive macrophages, suggesting that nuclear translocation of PKM2 is central to hepatic inflammation and the pathogenesis of ALI.

**FIGURE 1:**
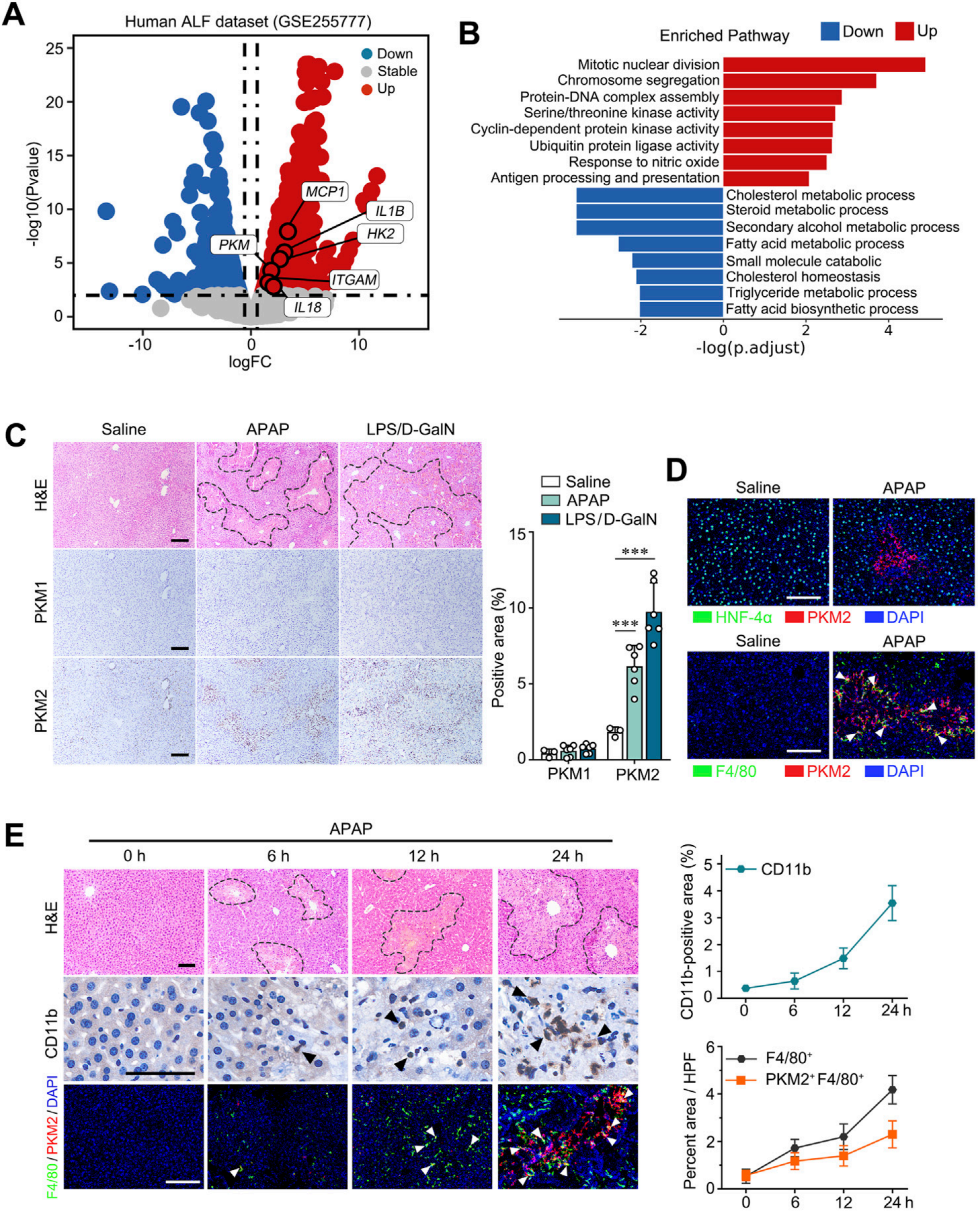
Macrophage PKM2 expression was markedly upregulated in liver tissues with ALI. **(A)** Log ratio–average (M–A) plots showing the changes in gene expression in ALF patients and control individual (GSE255777). **(B)** Gene set enrichment analysis (GSEA) of the DEGs. **(C)** Representative images and quantification of H&E- and immunohistochemistry staining of PKM1 and PKM2 in liver tissues of APAP- or LPS/D-GaIN-induced ALI mice and control mice. **(D)** Dual immunofluorescence staining for PKM2 and HNF-4α **(A)** or F4/80 **(B)** in liver tissues of APAP-induced ALI mice and control mice. **(E)** Representative images of H&E staining, dual immunofluorescence staining for PKM2 and F4/80, and immunohistochemistry staining for CD11b in APAP-induced mouse ALI at the indicated time points with quantification. Scale bar: 100 μm. White arrows indicate PKM2^+^F4/80^+^cells; Necrotic region was enclosed in dotted lines. ***P < 0.001. Error bars depict the standard deviations.

To further analyze the role of macrophage PKM2 in ALI, we assessed the levels of macrophage PKM2 at different time point (0 h, 6 h, 12 h, 24 h) of APAP-induced ALI models (Figure 1E). Interesting, PKM2-positive macrophages were dynamically increased as ALI progressed, accompanied by increased infiltration of monocytes (CD11b). Taken together, these data indicate that macrophage PKM2 may play a key role in regulating hepatic inflammation and ALI pathogenesis.

### 3.2 Macrophage PKM2 knockout alleviated APAP- and LPS/D-GalN-induced ALI

Next, to determine the function of macrophage PKM2 in ALI, we applied a macrophage PKM2 knockout mice (*PKM2* ^*ΔMAC*^) that was previously generated (Qu et al., 2024). We first examined whether deletion of PKM2 in macrophages protected against APAP-induced ALI. *PKM2* ^*ΔMAC*^ and their control littermates (*PKM2* ^*FL/FL*^) mice were challenged with a sub-lethal dosage of APAP (300 mg/kg) for 24 h (Figure 2A), a model that recapitulates APAP overdose-induced ALI (Kotulkar et al., 2023). As expected, no significant differences were observed in liver weight to body weight ratio (LW/BW) and liver morphology of *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice-treated with saline (Figure 2B). After APAP induction, *PKM2* ^*FL/FL*^ mice showed increased serum alanine transaminase (ALT) levels, accompanied by massive myeloid cell infiltration and centrilobular necrosis. Notably, macrophage PKM2 deficiency effectively ameliorated APAP-induced ALI, as demonstrated by improved liver morphology and reduced necrotic area (Figures 2C, D). In addition, the levels of ALT of *PKM2* ^*ΔMAC*^ mice were lower than those of *PKM2* ^*FL/FL*^ mice, implying that macrophage PKM2 ablation reduced hepatic inflammation and hepatocyte injury. Collectively, these results indicate that deletion of PKM2 in macrophage ameliorates APAP-induced ALI.

**FIGURE 2:**
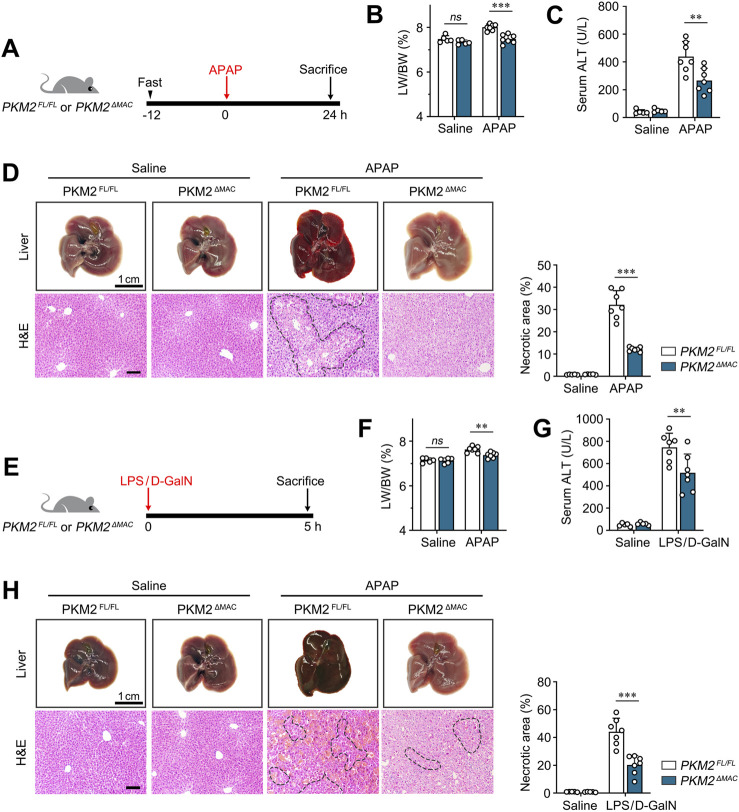
Macrophage PKM2 knockout alleviated APAP- and LPS/D-GalN-induced ALI. **(A)** Scheme diagram depicting *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice were challenged with APAP (300 mg/kg) for indicated time. n = 5-7 per group. **(B)** Liver weight to body weight ratio of indicated mice. **(C)** Serum levels of ALT of APAP-induced *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice. **(D)** Representative images of livers and H&E staining with quantification of necrosis of *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice after APAP induction. **(E)** Scheme diagram depicting *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice were challenged with LPS (50 μg/kg) and D-GaIN (700 mg/kg) for indicated time. n = 5-7 per group. **(F)** Liver weight to body weight ratio of indicated mice. **(G)** Serum levels of ALT of LPS/D-GaIN-induced *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice. **(H)** Representative images of livers and H&E staining with quantification of necrosis of *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice after LPS/D-GaIN induction. Scale bar: 100 μm **P < 0.01; ***P < 0.001. *ns* indicates no significance. Error bars depict the standard deviations. Necrotic region was enclosed in dotted lines.

To further validate the protective effect of macrophage PKM2 knockout on ALI, *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice were challenged by LPS/D-GalN (Figure 2E), a more severe ALI model that recapitulate sepsis-induced liver injury (Yang et al., 2023). Consistently, macrophage PKM2 depletion markedly alleviated LPS/D-GalN-induced ALI, as revealed by ameliorated LW/BW, liver morphology, necrotic area and serum ALT (Figures 2F–H).

Taken together, these results indicate that macrophage PKM2 depletion efficiently attenuates ALI in mice.

### 3.3 Macrophage PKM2 deficiency ameliorated hepatic inflammation and hepatocyte apoptosis in ALI mice

The above results demonstrated that macrophage PKM2 knockout resolved APAP- and LPS/GalN-induced liver injury in mice. ALI is characterized by activation of pro-apoptotic pathway and hepatocyte death (Yuan et al., 2023). To validate the restorative effect of macrophage PKM2 knockout on ALI, we assessed the magnitude of hepatocyte apoptosis by TUNEL assay. Here, we found that macrophage PKM2 deficiency significantly attenuated hepatocyte apoptosis, as revealed by reduced TUNEL-positive-cell counts (Figure 3A). Cleaved caspase-3 plays a central role in the execution phase of cell apoptosis, and its expression level was widely applied to evaluate hepatocyte apoptosis (Wu et al., 2014). Consistently, we found that cleaved caspase-3-positive area was markedly diminished in *PKM2* ^*ΔMAC*^ mice, indicating that deletion of PKM2 in macrophages effectively attenuated APAP-induced hepatocyte apoptosis (Figure 3B).

**FIGURE 3:**
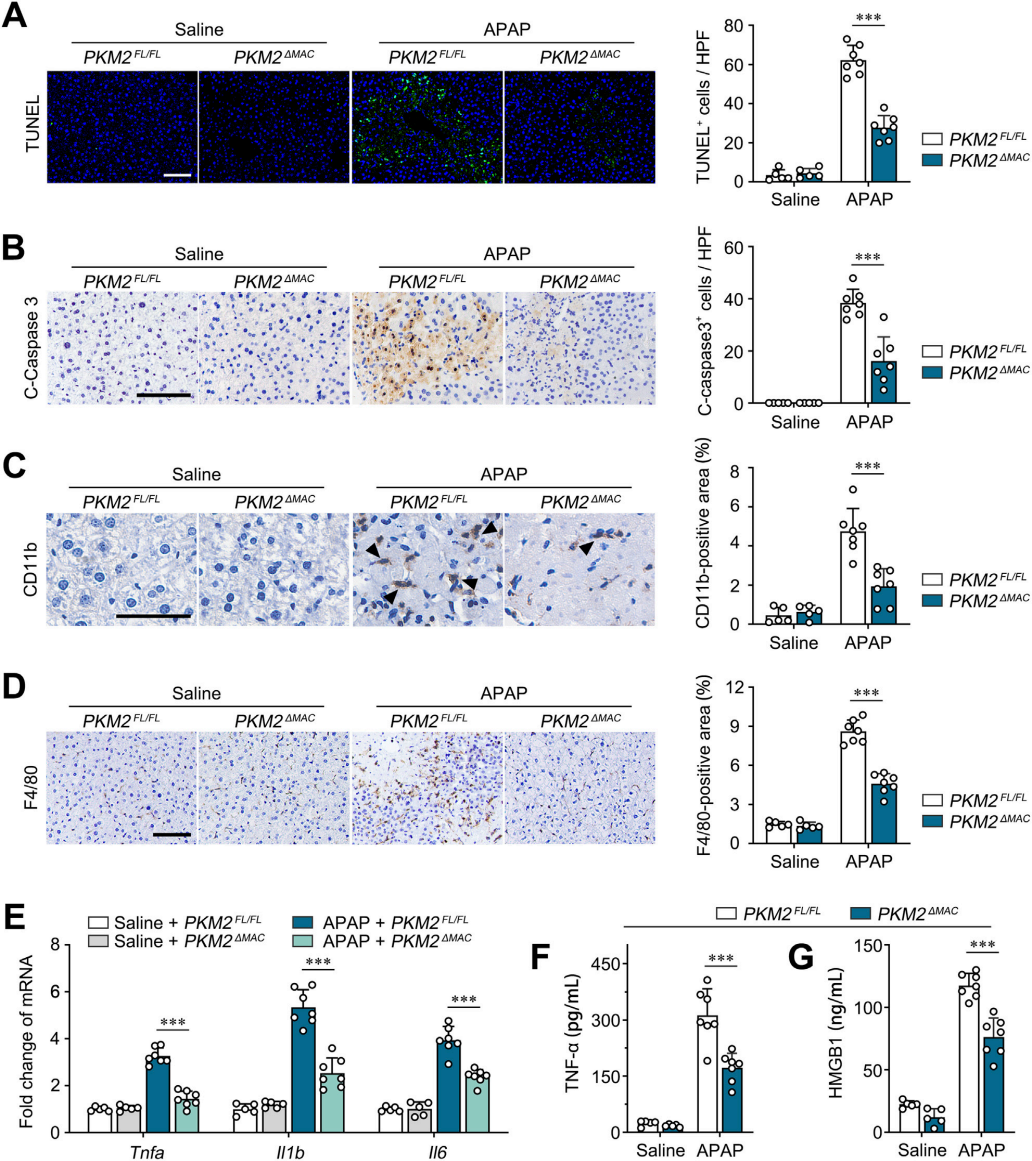
Macrophage PKM2 knockout mice showed ameliorated hepatic inflammation and hepatocyte apoptosis. (**A, B**) Representative images and quantification of TUNEL staining **(A)** and immunohistochemistry staining for Cleaved Caspase 3 **(B)** of *PKM2^ΔMAC^* and *PKM2^FL/FL^* mice after 24 h of APAP induction (300 mg/kg). (**C, D**) Representative images and quantification of immunohistochemistry staining for CD11b **(C)** and F4/80 **(D)** of *PKM2^ΔMAC^* and *PKM2^FL/FL^* mice after 24 h of APAP induction (300 mg/kg). Black arrow indicates CD11b^+^cells. (**E**) The mRNA levels of *Tnfa, Il1b, Il6* in liver tissues of *PKM2^ΔMAC^* and *PKM2^FL/FL^* mice with or without APAP treatment. (**F, G**) The levels of TNF-α **(F)** and HMGB1 **(G)** in serum of *PKM2^ΔMAC^* and *PKM2^FL/FL^* mice with or without APAP treatment. Scale bar: 100 μm. ***P < 0.001. Error bars depict the standard deviations.

Infiltration of myeloid cell exacerbates hepatic inflammation and hepatocyte apoptosis in ALI. Here, we further analyzed the infiltration of monocytes/macrophages in APAP-induced *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice. IHC staining of CD11b and F4/80 showed that compared to control mice, deletion of PKM2 in macrophage significantly inhibited the infiltration of monocytes/macrophages to the injured liver (Figures 3C, D). In addition, we found that the levels of pro-inflammatory genes (*Tnfa*, *Il1b*, *Il6*) and cytokines (TNF-α, HMGB1) were significantly lower in APAP-induced *PKM2* ^*ΔMAC*^ mice compared to *PKM2* ^*FL/FL*^ mice (Figures 3E–G). Collectively, these results demonstrate that deletion of PKM2 in macrophages alleviates ALI by ameliorating hepatic inflammation and hepatocyte apoptosis.

### 3.4 Deletion of PKM2 in macrophages reprogrammed M1 macrophages to M2 macrophages, which thereby attenuated hepatocyte injury

PKM2 has been recognized as a key regulator of macrophage aerobic glycolysis and pro-inflammatory activation in chronic liver diseases (Qu et al., 2023). In the current study, we found that *PKM2* ^*ΔMAC*^ mice displayed attenuated hepatic inflammation and disease severity in ALI. Herein, we aimed to investigate whether PKM2 worsens ALI by regulating macrophage polarization. Immunofluorescence staining of iNOS (M1 marker) and CD206 (M2 marker) illustrated that the number of M1 macrophages was significantly decreased whereas the number of M2 macrophages was markedly increased in APAP-induced *PKM2* ^*ΔMAC*^ mice compared to *PKM2* ^*FL/FL*^ mice (Figure 4A). Western blot analysis further indicated that phosphorylation of STAT1 (M1 marker) was inhibited while phosphorylation of STAT6 (M2 marker) was enhanced in *PKM2* ^*ΔMAC*^ *mice* compared with control mice (Figure 4B). In addition, in bone marrow-derived macrophages (BMDMs) of *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice, we found that the expression of pro-inflammatory genes (*Tnfa*, *Il1b*, *Il6*) was significantly lower in macrophage lacking PKM2 (Figure 4C). Furthermore, BMDMs (F4/80^+^CD11b^+^) from *PKM2* ^*ΔMAC*^ mice treated with LPS/IFN-γ or interleukin-4 (IL-4) showed a decreased ratio of M1 macrophages (CD86^+^) but an increased ratio of M2 macrophages (CD206^+^) (Figure 4D). These results indicate that macrophage PKM2 knockout reprograms macrophages from M1 to M2 phenotype.

**FIGURE 4:**
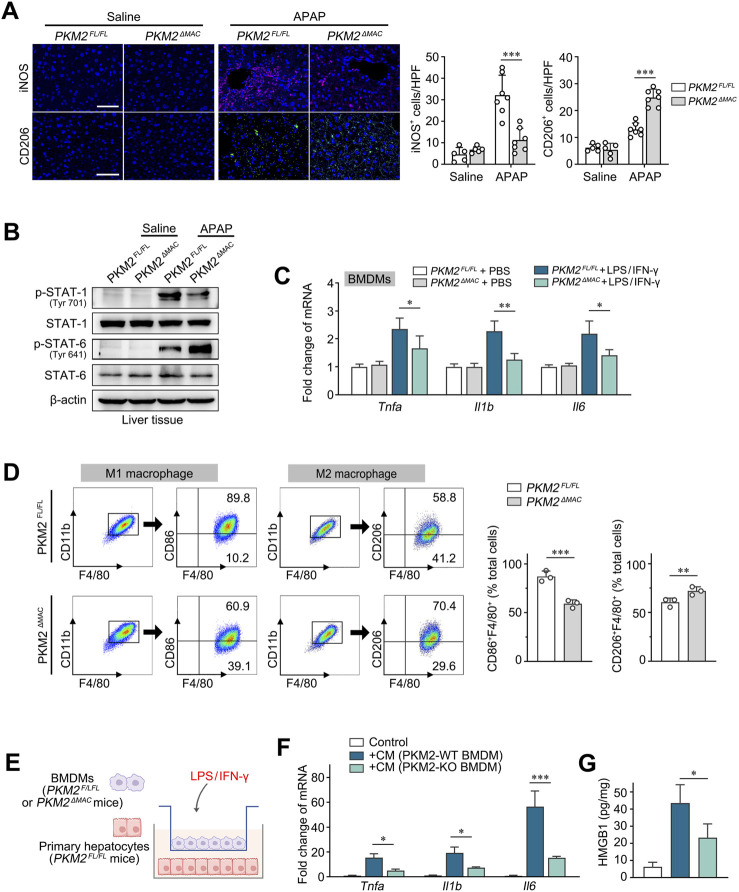
Deletion of PKM2 in macrophages reprogrammed M1 macrophages to M2 macrophages. **(A)** Representative images and quantification of immunofluorescence staining for iNOS and CD206 in the liver tissues of *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice after 24 h of APAP induction (300 mg/kg). **(B)** Protein levels of p-STAT1, STAT1, p-STAT6 and STAT6 in liver tissues of *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice induced by APAP or saline. **(C)** The mRNA levels of *Tnfa*, *Il1b* and *Il6* in BMDMs of *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice treated with or without LPS/IFN-γ. **(D)** Flow cytometry analysis of total macrophages (F4/80^+^CD11b^+^) and M1 (F4/80^+^CD11b^+^CD86^+^) macrophages from BMDMs treated with LPS/IFN-γ, along with analysis of total macrophages (F4/80^+^CD11b^+^) and M2 (F4/80^+^CD11b^+^CD206^+^) macrophages from BMDMs treated with IL-4 *in vitro*. **(E)** Schematic diagram illustrating the co-culture system of BMDMs and primary hepatocytes of indicated mice in the presence of LPS/IFN-γ. **(F)** The mRNA levels of *Tnfa*, *Il1b* and *Il6* of hepatocytes co-cultured with indicated BMDMs. **(G)** The levels of HMGB1 in hepatocytes co-cultured with indicated BMDMs. Scale bar: 100 μm *P < 0.05; **P < 0.01; ***P < 0.001. Error bars depict the standard deviations. BMDMs, bone marrow-derived macrophages.

To further verify the protective effect of macrophage PKM2 deficiency on hepatocyte apoptosis, we co-cultured BMDMs of *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice with primary hepatocytes isolated from *PKM2* ^*FL/FL*^ mice in the presence of LPS/IFN-γ (Figure 4E). Under the stimulation of LPS/IFN-γ, wild-type macrophages significantly induced the levels of pro-inflammatory genes (*Tnfa*, *Il1b*, *Il6*) and cytokines (HMGB1) of hepatocytes, whilst macrophage PKM2 deficiency abolished such differences (Figures 4F, G). In addition, in a co-culture system between human immortalized macrophage (THP-1) and hepatocyte (HepaRG), we found that knockdown of PKM2 in macrophages significantly ameliorated hepatocyte injury and apoptosis, as demonstrated by downregulation of pro-inflammatory genes and pro-apoptotic gene, but increased of anti-apoptotic gene (Supplementary Figure S2).

Collectively, these results indicate that macrophage PKM2 depletion ameliorates hepatocyte injury by reprogramming macrophage polarization.

### 3.5 PKM2 promotes macrophage M1 polarization via HIF-1α signaling

To explore the mechanism through which PKM2 regulates macrophage M1 polarization, BMDMs-derived from *PKM2* ^*ΔMAC*^ and *PKM2* ^*FL/FL*^ mice were stimulated by LPS/IFN-γ and then subjected to RNA-seq analysis (Figure 5A). 

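Bone marrow-derived macrophages (BMDMs) are macrophages grown from bone marrow cells in M-CSF, given here at 10 ng/mL for 7 days. LPS, a bacterial outer membrane component, was applied at 10 ng/mL and IFN-γ at 25 ng/mL for 16 h, as the paper describes. The PKM2ΔMAC mice carry the floxed allele together with LysM-Cre, a Cre recombinase placed in the Lyz2 locus, and the PKM2FL/FL mice carry the floxed allele alone. RNA-seq data of 3 BMDM cultures per genotype were used, with 1 library per mouse. The authors deposited the number of reads counted on each gene symbol, without normalization, and the TPM values of the same 6 libraries. The paper's text does not name the aligner, the genome build, the annotation or the software for the comparison of genotypes. The tables hold 23935 gene symbols. Total counts of the PKM2FL/FL libraries were 54524651, 51980297 and 51352727 for replicates 1 to 3. Those of the PKM2ΔMAC libraries were 53254924, 52798522 and 49957449. At these totals, the 3 counts that a count of 0 still allows correspond to between 0.0550 and 0.0601 CPM, the counts on a gene scaled to a common library total, which covers counting error only. Pairs of libraries of the same genotype differed by more than sampling noise, with a chi-square per degree of freedom between 8.06 and 60.1, which only shows that none is a repeat count of another. Each library came from a separate mouse and was kept as a replicate. Counts were scaled by the TMM method and compared with edgeR's quasi-likelihood test on genotype over the 16516 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. Standard errors (SE) of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the test's F value. For single genes, CPM is given as mean ± SD, and a two-sided exact permutation test was added, which cannot give a p below 0.10 for 3 libraries against 3.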

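Pkm, the targeted gene, which encodes PKM1 and PKM2 by alternative splicing, lies on the plus strand of chromosome 9 of GRCm38 from 59656368 to 59679375 in GENCODE M21. The deposited tables carry gene symbols only, so positions were taken from this reference. Reads on all exons of Pkm were counted together, and the tables do not separate its isoforms. Its expression was 1706 ± 8.08 CPM (SD, n = 3) in PKM2FL/FL and 1068 ± 125 CPM (SD, n = 3) in PKM2ΔMAC BMDMs. The log2 fold change was -0.68 (SE 0.08, adjusted p = 0.00913 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each PKM2ΔMAC library lay below each PKM2FL/FL library (exact permutation test, two-sided, p = 0.10, the smallest possible). The level in PKM2ΔMAC was 62.6% of that in PKM2FL/FL. When each PKM2FL/FL library was left out in turn, the adjusted p rose to between 0.0754 and 0.0993 while the log2 fold change stayed between -0.68 and -0.67. On the TPM values with limma-trend it was -0.61, with adjusted p from 0.118 to 0.156. Of 17 alternatives, these 6 lost the threshold and 11 kept it. Gm49759, which overlaps Pkm and could share its reads, had a log2 fold change of -1.12 (SE 0.08, adjusted p = 0.000632).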

Analysis showed that macrophage PKM2 knockout significantly inhibited pro-inflammatory responses and cytokine production by macrophage (Figures 5B, C). 

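Of the 16516 genes tested, 68 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 47 were higher and 21 lower in PKM2ΔMAC BMDMs. A total of 36 of them changed by a log2 fold change of at least 1 either way. With an unadjusted p of at most 0.05 and the same fold change, the fold change drawn as lines in Fig. 5B and the P threshold of the statistics section, which does not mention RNA-seq, 255 genes were selected, 188 higher and 67 lower. The 3 libraries of one genotype lay apart from the other 3 for 17.2% of the tested genes, where chance gives 10%. The number of genes called moved most without PKM2ΔMAC replicate 2, to 299. Without any one of the PKM2FL/FL libraries it fell to between 22 and 27. The largest fall was that of Lyz2, the locus of LysM-Cre, on chromosome 10 from 117277331 to 117282321, with 17825 ± 860 CPM in PKM2FL/FL and 28.4 ± 3.80 CPM in PKM2ΔMAC (SD, n = 3 each), a log2 fold change of -9.29 (SE 0.13, adjusted p = 8.53e-09). Other named falls were those of Hmgb1-ps8, Nxpe1-ps, Gm26740, Hebp2, Gm49759, Pstpip1, Cd276, Rapsn and Clec10a, from -6.50 to -0.80. Gm49759 overlaps Pkm, and Nxpe1-ps, Pstpip1 and Cd276 lie within 20000000 bases of it, where called genes crowded. Called genes also crowded from 3366057 to 35711892 on chromosome 10, where Hmgb1-ps8, Gm26740 and Hebp2 lie. Falls at these positions need not come from loss of PKM2. Among the 10 genes with the largest rise, Gm47283, Gm9008 and Phyhip had at most 3 counts in every PKM2FL/FL library and were at least 235-fold, 73.7-fold and 63.5-fold higher. The rest were Gm15459, Gm3375, Lyz1, Amd2, Gm5503, Ppp1r14c and Slc1a3, with log2 fold changes from 4.61 to 2.07. Amd2 and Ppp1r14c lie in the stretch of chromosome 10 named above. Hmgb1-ps8, Nxpe1-ps, Gm15459 and Gm3375 are annotated as pseudogenes, and Lyz1 is a paralog of Lyz2, so their reads could have been split with near-identical copies. Gm26740 is annotated as antisense and the strandedness of the counting is not stated.
Pro-inflammatory responses and cytokine production were examined with 11 gene lists written from general knowledge, which are not the KEGG or GO sets of Fig. 5C, by camera with a preset inter-gene correlation of 0.01. The pro-inflammatory (M1) list, with 27 genes tested, had a mean log2 fold change 0.17 above that of the other genes (adjusted p = 0.384). For NF-kB and TNF response genes the difference was 0.15 (37 genes, adjusted p = 0.379), for chemokines and chemokine receptors 0.09 (30 genes, adjusted p = 0.681), for interferon response genes -0.01 (45 genes, adjusted p = 0.634) and for NOD-like receptor and inflammasome genes -0.03 (33 genes, adjusted p = 0.570). Of the 30 genes of the M1 list, 22 were under 10 CPM in both genotypes. The M1 test therefore says little on whether PKM2 loss lowers an induced response. None of these 5 lists passed the threshold in either direction, also under fry and under an estimated correlation. Interferon response genes passed it in opposite directions when 1 library was left out, at -0.15 (adjusted p = 0.0120) without PKM2ΔMAC replicate 2 and at 0.11 (adjusted p = 0.00369) without PKM2ΔMAC replicate 3. Anti-inflammatory (M2) genes were at 0.05 (19 genes, adjusted p = 0.621) and cytosolic ribosomal protein genes at -0.02 (79 genes, adjusted p = 0.621). Cell cycle genes were higher, by 0.41 (30 genes, adjusted p = 6.48e-12), which did not hold under fry (adjusted p = 0.303) or an estimated correlation (adjusted p = 0.576). Macrophage identity genes were at -0.62 (16 genes, adjusted p = 0.379), which fell to -0.035 (unadjusted p = 0.763) without Lyz2. Members of these lists with an adjusted p under 0.05 in edgeR's test included Il18, with a log2 fold change of 1.29 (SE 0.13, adjusted p = 0.00445), Ccr3 with 1.06 (SE 0.10, adjusted p = 0.00263) and Cxcr4 with -0.33 (SE 0.05, adjusted p = 0.0465). Il18 lies among the called genes near Pkm, so its rise need not come from loss of PKM2. Cxcr4 lost the threshold under 12 of 17 alternatives, with an adjusted p up to 0.362. Of 844 Reactome sets of 10 to 300 tested genes, 22 were higher in PKM2ΔMAC and 0 were lower at an adjusted p under 0.05. The 22 sets included 13 named for the cell cycle or DNA replication. Among 52 sets whose names mention cytokines, interferons or their regulatory factors, TNF, chemokines, NOD or Toll-like receptors, NF-kB, hypoxia or glucose, 0 passed at an adjusted p under 0.05. At an unadjusted p under 0.05, 3 passed and all 3 were higher in PKM2ΔMAC. They concerned endosomal Toll-like receptor trafficking, IRF7 activation by TLR7, 8 or 9, and glucose transport, with median log2 fold changes of 0.03, 0.05 and 0.05. The words that select the 52 sets were widened after the values were seen, to take in such sets. Tlr7 and Tlr8, which lie among raised genes at the distal end of chromosome X, were higher by 0.88 and 0.98. From its differentially expressed genes and enriched terms (Figs. 5B, C), the paper concludes that loss of PKM2 in macrophages inhibits pro-inflammatory responses and cytokine production.

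**Figure D1:**
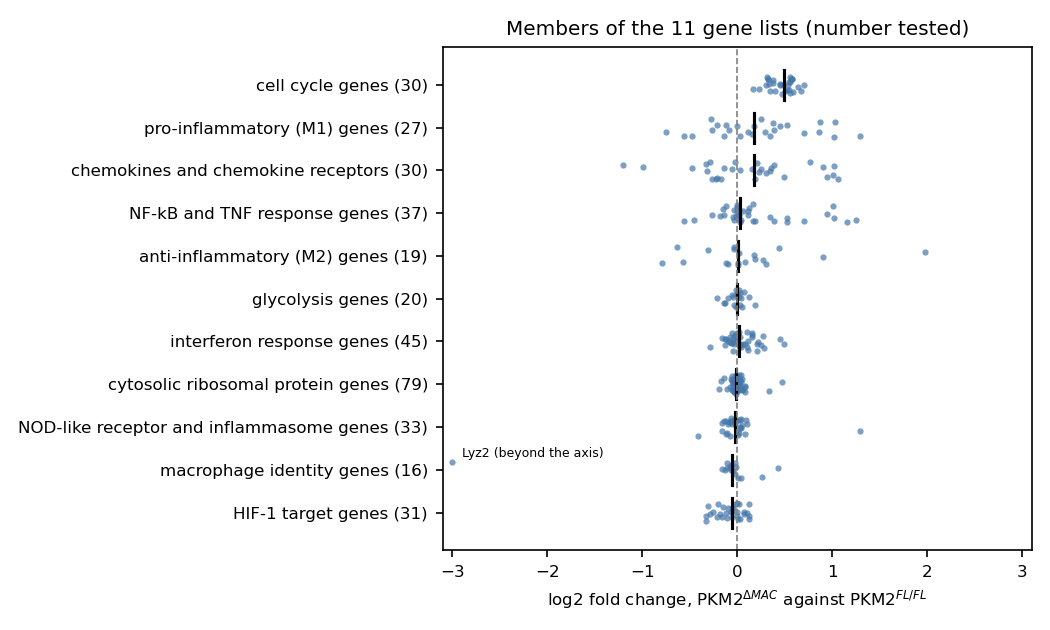
Log2 fold changes between PKM2ΔMAC and PKM2FL/FL BMDMs (horizontal axis) of the tested members of 11 gene lists (rows), from edgeR. Each point is a gene, each vertical bar the list's median, and the dashed line marks no change. Lyz2, at -9.29, is drawn at the left edge. All 30 cell cycle genes lie to the right of the dashed line, and the 27 pro-inflammatory genes lie on both sides of it.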

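Il1b, which encodes IL-1β, lies on the minus strand of chromosome 2 of GRCm38 from 129364570 to 129371139. In the BMDMs labelled as LPS/IFN-γ-treated its level was 1.78, 2.19 and 2.79 CPM in PKM2FL/FL replicates 1 to 3 and between 1.79 and 2.95 CPM in the PKM2ΔMAC libraries. The means were 2.26 ± 0.511 CPM (SD, n = 3) and 2.24 ± 0.619 CPM (SD, n = 3). The log2 fold change was -0.0047 (SE 0.25, adjusted p = 0.998 from edgeR's quasi-likelihood test), smaller than the spread between replicates (exact permutation test, two-sided, p = 1). Over the fits that each left out 1 library, it ranged from -0.25 to 0.18, so that its direction depended on the library left out. With means of 2.26 and 2.24 CPM, Il1b was low in both genotypes. These values therefore say little on whether PKM2 loss lowers an induced level.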

Notably, the expression of IL-1β, a downstream cytokine regulated by HIF-1α signaling, was inhibited attributed to PKM2 deficiency. Studies have reported that PKM2 promotes HIF-1α transactivation, resulting in upregulation of glycolytic genes and macrophage M1 polarization in the context of inflammatory diseases (Palsson-McDermott et al., 2015; Ouyang et al., 2018). Here, we found that HIF-1α activation and STAT1 phosphorylation were significantly inhibited in LPS/IFN-γ-primed BMDMs isolated from *PKM2* ^*ΔMAC*^ mice compared with *PKM2* ^*FL/FL*^ mice (Figure 5D). Glucose consumption, lactate production and the expression of glycolytic genes (*Glut1*, *Ldha*) were also decreased in PKM2-knockouted BMDMs compared with control (Figure 5E). In addition, the expression of pro-inflammatory genes (*Tnfa*, *Il1b*, *Il6*) and cytokines (TNF-α) was lower in macrophage lacking PKM2, whereas the treatment of 2-DG (Inhibitor of glycolysis) effectively abolished such effect (Figures 5F, G).

**FIGURE 5:**
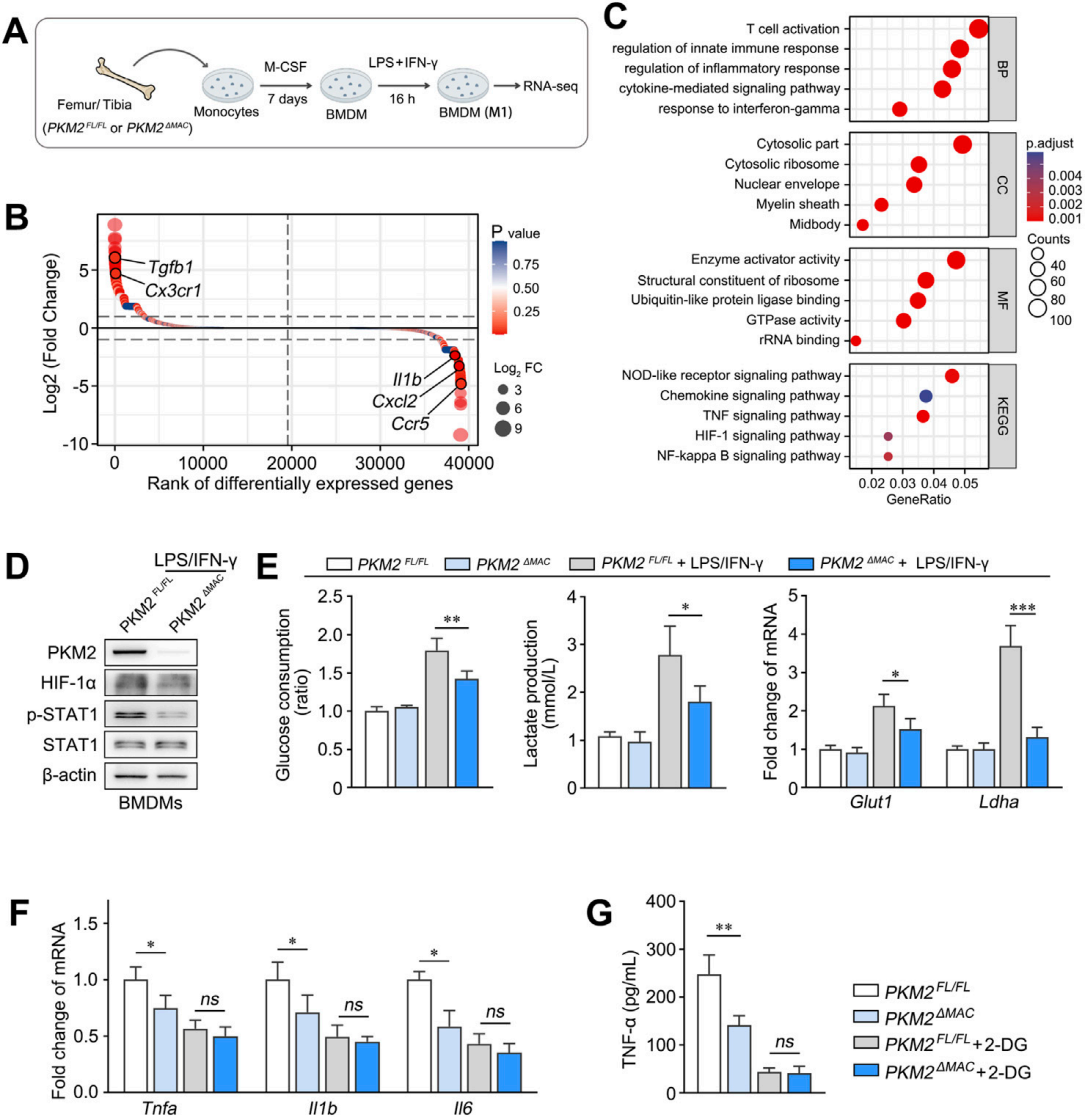
PKM2 promotes macrophage M1 polarization via HIF-1α signaling. (**A**) Schematic diagram illustrating BMDMs of *PKM2^ΔMAC^* and *PKM2^FL/FL^* mice treated with LPS/IFN-γ were subjected to RNA-seq analysis (n = 3 per group). **(B, C)** DEGs **(B)** and GSEA analysis of the DEGs **(C)** between BMDMs of *PKM2^ΔMAC^* and *PKM2^FL/FL^* mice. **(D)** The protein levels of PKM2, HIF-1α, p-STAT1 and STAT1 in BMDMs of *PKM2^ΔMAC^* and *PKM2^FL/FL^* mice treated with LPS/IFN-γ. **(E)** Glucose consumption and lactate production and of BMDMs mRNA levels of Glut1 and Ldha of *PKM2^ΔMAC^* and *PKM2^FL/FL^* mice after LPS/IFN-γ induction. **(F, G)** The mRNA levels of *Tnfa, Il1b* and *Il6* **(F)** and protein levels of TNF-α **(G)** in BMDMs of *PKM2^ΔMAC^* and *PKM2^FL/FL^* mice treated with or without 2-DG (10 mM, 1 h) in the presence of LPS/IFN-γ. *P < 0.05; *P* < 0.01; *P < 0.001; ns indicates no significance. Error bars depict the standard deviations.

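The expression of 4 genes named in Fig. 5B (Tgfb1, Cx3cr1, Il1b and Cxcl2) was compared between the 3 PKM2ΔMAC and 3 PKM2FL/FL libraries. Tgfb1, on chromosome 7 of GRCm38 from 25687002 to 25705077, had 413 ± 17.7 CPM (SD, n = 3) in PKM2FL/FL and 418 ± 19.04 CPM (SD, n = 3) in PKM2ΔMAC. Its log2 fold change was 0.017 (SE 0.05, adjusted p = 0.949 from edgeR's quasi-likelihood test). Cx3cr1, on chromosome 9 from 119901616 to 120069879, had 123 ± 3.04 CPM (SD, n = 3) in PKM2FL/FL and 151 ± 48.4 CPM (SD, n = 3) in PKM2ΔMAC. Its log2 fold change was 0.30 (SE 0.25, adjusted p = 0.769), and the libraries of the genotypes overlapped for both genes (exact permutation tests, two-sided, p = 0.90 for Tgfb1 and p = 0.40 for Cx3cr1). The fold change of Cx3cr1 was 0.05 without PKM2ΔMAC replicate 2. Of the 4 genes, 0 had an adjusted p under 0.05 over all genes tested, 0 when adjusted over the list alone, and 0 at an unadjusted p under 0.05, the smallest being 0.278. The study chose these genes on these samples, so the count over the list is not independent evidence.

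**Figure D2:**
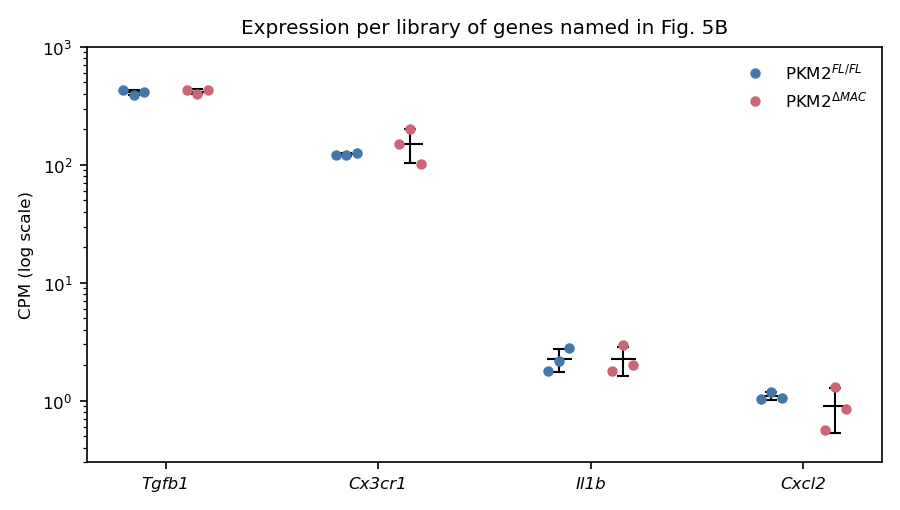
CPM on a log axis of 4 genes named in Fig. 5B in BMDMs of PKM2FL/FL (blue) and PKM2ΔMAC (red) mice. Points are libraries, horizontal bars means and error bars SD (n = 3 per genotype). For each gene the libraries of the genotypes overlap, as for Tgfb1 with means of 413 and 418 CPM.

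HIF-1 signaling, a term of Fig. 5C, was examined with a list of HIF-1 target genes. Of its 31 tested members, 21 were lower and 10 higher in PKM2ΔMAC, with a mean log2 fold change of -0.10 relative to the other genes (camera, adjusted p = 0.0390 over the 11 lists). The difference was negative under all 18 alternatives and kept the threshold under 9 of them, with adjusted p from 0.0117 to 0.576. It lost the threshold on the TPM values, under fry (adjusted p = 0.168) and an estimated correlation (adjusted p = 0.576), and without PKM2FL/FL replicate 1 (adjusted p = 0.241) or replicate 3 (adjusted p = 0.0737), or without PKM2ΔMAC replicate 2 (adjusted p = 0.171) or replicate 3 (adjusted p = 0.0590). Single members with an adjusted p under 0.05 numbered 0. Glycolysis genes had a mean log2 fold change of -0.04 relative to the other genes (20 genes, adjusted p = 0.844).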

To further verify the significance of HIF-1α in PKM2-mediated macrophage M1 polarization, we generated THP-1 cells with stable PKM2 knockdown by shRNA, and administered siRNA to silence HIF-1α before LPS treatment. As a result, knockdown of PKM2 significantly downregulated the expression of M1 marker genes (*TNFA*, *IL1B*, *IL6*) in THP-1 cells compared to shNC group, whereas silencing of HIF1A effectively reversed such differences (Supplementary Figure S3).

Collectively, these results demonstrate that PKM2-dependent glycolysis promotes macrophage M1 polarization via HIF-1α signaling.

### 3.6 Therapeutic targeting of PKM2 alleviates ALI progression and prolongs the survival of ALF mice

We previously reported that PKM2 antagonist (ML265) effectively ameliorated the progression of many chronic liver diseases, including liver fibrosis and NASH (Qu et al., 2024; Zheng et al., 2020). Here, we aim to evaluate the therapeutic efficacy of ML265 on APAP-induced ALI (Figure 6A).

**FIGURE 6:**
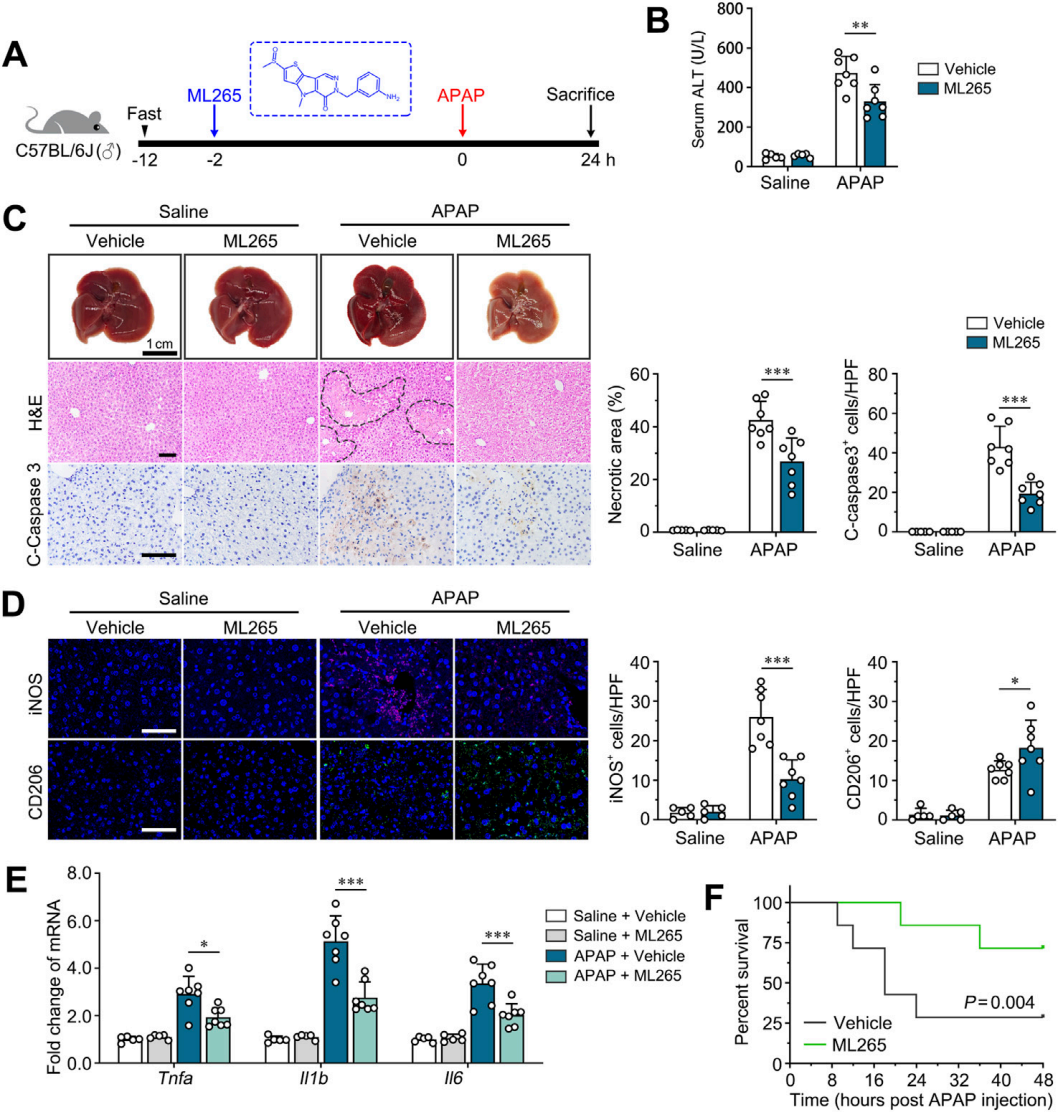
Pharmacological PKM2 antagonist effectively attenuates ALI in mice. **(A)** Scheme diagram depicting C57BL/6J mice pre-treated with ML265 (30 mg/kg), a PKM2 antagonist, were challenged with APAP (300 mg/kg) for indicated time. n = 5-7 per group. **(B)** Serum levels of ALT of APAP-induced mice after ML265 treatment. **(C)** Representative images and quantification of livers, H&E-, IHC of cleaved caspase 3- for ML265- or vehicle-treated mice after 24 h of APAP induction (300 mg/kg). Necrotic region was enclosed in dotted lines. **(D)** Immunofluorescence staining for iNOS and CD206 of ML265- or vehicle-treated mice after 24 hours of APAP induction (300 mg/kg). **(E)** The mRNA levels of *Tnfa*, *Il1b* and *Il6* in ML265- or vehicle-treated mice after 24 h of APAP induction. **(F)** Kaplan-Meier survival curve comparing percent survival of mice pre-treated with ML265 or vehicle after induction of ALF by APAP (750 mg/kg). n = 7 per group. Scale bar: 100 μm. *P < 0.05; **P < 0.01; ***P < 0.001. Error bars depict the standard deviations.

ML265 treatment did not influence the body weight, liver weight and serum level of ALT of control mice, suggesting that there is no observable hepatotoxicity for ML265 (Figures 6B, C; Supplementary Figure S1). Importantly, ML265 effectively ameliorated APAP-induced ALI compared to control mice, as revealed by improved liver histology, reduced serum ALT, and attenuated hepatocyte apoptosis (Figures 6B, C). Moreover, immunofluorescence staining of iNOS and CD206 demonstrated that ML265 significantly reduced the number of M1 macrophages and increased the number of M2 macrophages, suggesting that the protective effect of ML265 on ALI mice was attributed to repolarization of macrophages (Figure 6D). Consistently, the levels of pro-inflammatory genes (*Tnfa*, *Il1b*, *Il6*) were significantly downregulated in ML265-treated APAP-induced mice (Figure 6E). These results indicate that PKM2 antagonism effectively attenuates ALI progression.

Overdose of APAP is one of the leading causes of acute liver failure (ALF), with a high mortality up to 50% without proper medical manipulation (Yoon et al., 2016). Here, we further examine the therapeutic effect of PKM2 antagonism on ALF mice-induced by lethal dosage of APAP (750 mg/kg) as previous described (Bi et al., 2022). As a result, we found that ML265 significantly prolonged the survival of mice with APAP-induced ALF, accompanied by ameliorated liver histology (Figure 6F; Supplementary Figure S1). These results indicate that PKM2 may serve as a potential therapeutic target for the treatment of ALI and subsequent ALF.

## 4 Discussion

Numerous studies have investigated the role of PKM2 in the progression of chronic liver diseases, including liver fibrosis (Rao et al., 2022), fatty liver diseases (Dong et al., 2024) and even liver cancers (Hou et al., 2020). However, whether PKM2 contributes to ALI pathogenesis remains largely unexplored. In the present study, we analyzed the expression pattern, function and regulatory mechanism of PKM2 in the progression of ALI, and found that PKM2 exacerbated ALI by inducing macrophage M1 polarization. Furthermore, we demonstrated that PKM2 may serve as a therapeutic target for the treatment of ALI.

PKM2 is primarily upregulated in non-hepatocyte cells, especially in macrophages, in the context of ALI. This finding aligns with our previous report that PKM2 is mainly expressed by non-parenchymal cells (NPCs) in abnormal liver condition (Qu et al., 2023). Interestingly, another study reported that PKM2-dependent glycolysis is required for the activation of invariant natural killer T cells in response to ALI (Aguiar et al., 2023). Indeed, PKM2 is involved in the activation of many NPCs, including macrophages (Xie et al., 2016), neutrophils (Dhanesha et al., 2022), T cells (Moreno-Fernandez et al., 2021), and stellate cells (Zheng et al., 2020). The potential role of PKM2 in other NPCs in ALI requires further investigation.

We have previously reported that deletion of PKM2 in macrophages attenuates hepatic inflammation and NASH fibrosis progression, accompanied by reduced pro-inflammatory Ly6C^high^ macrophages infiltration (Qu et al., 2024). In accordance with our previous study, we found that macrophage PKM2 deficient mice are less susceptible to hepatic inflammation and ALI, with reduced iNOS-positive macrophages and increased CD206-positive macrophages. Although the effect of PKM2 knockout on macrophage polarization is comparable between NASH and ALI, the infiltration of macrophages is more robust and rapid in ALI. 

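In the RNA-seq libraries of BMDMs labelled as LPS/IFN-γ-treated (Fig. 5B), Cxcl2, a neutrophil-attracting chemokine encoded on chromosome 5 of GRCm38 from 90903871 to 90905938, was expressed at 1.10 ± 0.0862 CPM (SD, n = 3) in PKM2FL/FL and 0.908 ± 0.377 CPM (SD, n = 3) in PKM2ΔMAC mice. Its counts were between 54 and 62 in PKM2FL/FL and were 30, 72 and 42 in PKM2ΔMAC replicates 1 to 3. The log2 fold change was -0.27 (SE 0.32, adjusted p = 0.842 from edgeR's quasi-likelihood test), and it was -0.63 without PKM2ΔMAC replicate 2 and -0.019 without PKM2ΔMAC replicate 1. This difference was within the spread between replicates (exact permutation test, two-sided, p = 0.50).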

Although we found that the expression of *Cxcl2* and *Ccr5* were lower in PKM2-KO macrophages (Figure 6B), whether macrophage PKM2 participate in regulation of chemokines release and recruitment of myeloid cells during ALI progression remains to be explored.

PKM2 has been recognized as a key player in metabolic reprogramming and activation of macrophages. On one hand, enzymatic hyperactive PKM2 tetramer speed up glycolytic flux to fuel aerobic glycolysis, lactate production and lactylation (Pan et al., 2022). On the other hand, nuclear translocation of PKM2 dimer binds with transcription factor, including STAT3 and HIF-1α, to induce the transcription of downstream glycolytic genes (Ouyang et al., 2018; Hou et al., 2020). In the current study, we found that PKM2 is mainly expressed by macrophages in ALI livers. Interestingly, we observed that most PKM2 is localized in the nucleus of macrophages, suggesting that PKM2 dimer, but not tetramer, may play a more important role in ALI progression. Consistently, we found that HIF-1α signaling and glycolysis were markedly inhibited in PKM2-deficient macrophages in APAP-induced ALI and LPS/IFN-γ-induced BMDMs. These results illustrate that PKM2 induces macrophage glycolysis and M1 polarization via HIF-1α signaling.

PKM2 targeting compounds are mainly characterized into PKM2 enzymatic inhibitor (limit PKM2 tetramer formation) and PKM2 antagonist (limit PKM2 nuclear translocation). Given that nuclear translocation of PKM2 is central to macrophage polarization and ALI progression, we choose PKM2 antagonist as therapeutic intervention and found that PKM2 antagonism efficiently ameliorates APAP-induced ALI by reprogramming macrophage polarization. Recently, therapeutic modulation of macrophage polarization in the treatment of inflammatory diseases, including ALF (Xie and Ouyang, 2023), liver fibrosis (Tacke, 2017), osteoarthritis (Wang et al., 2023) and even cancer (Chen et al., 2023), have caught increasing attention. The current study highlights the translational potential of PKM2 as a druggable target for macrophage repolarization and ALI, adding value to the preclinical evidence of PKM2 antagonism on combating inflammatory liver diseases.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found at the NCBI (GEO) repository, accession number GSE294508.

# Supplementary material for: Macrophage PKM2 depletion ameliorates hepatic inflammation and acute liver injury in mice
**Source:** Front Pharmacol. 2025 Apr 25;16:1546045. doi: 10.3389/fphar.2025.1546045
**Supplement:** Supplementary file 1

**Supporting Information**

**Macrophage PKM2 depletion ameliorates hepatic inflammation and acute liver injury in mice**

Ziwei Kang^1,2^, Ruoyan Xie^2^, Yiming Cui^2^, Zhiwei Chen^3^, Jincheng Li^4^, Jinyu Lv^2^, Weijia Ye^4^, Peixin Zhao^2^, Keke Zhang^1,2*^, Jian Hong^1,2*^, Hengdong Qu^1,2*^

**Supplementary Figure. S1**

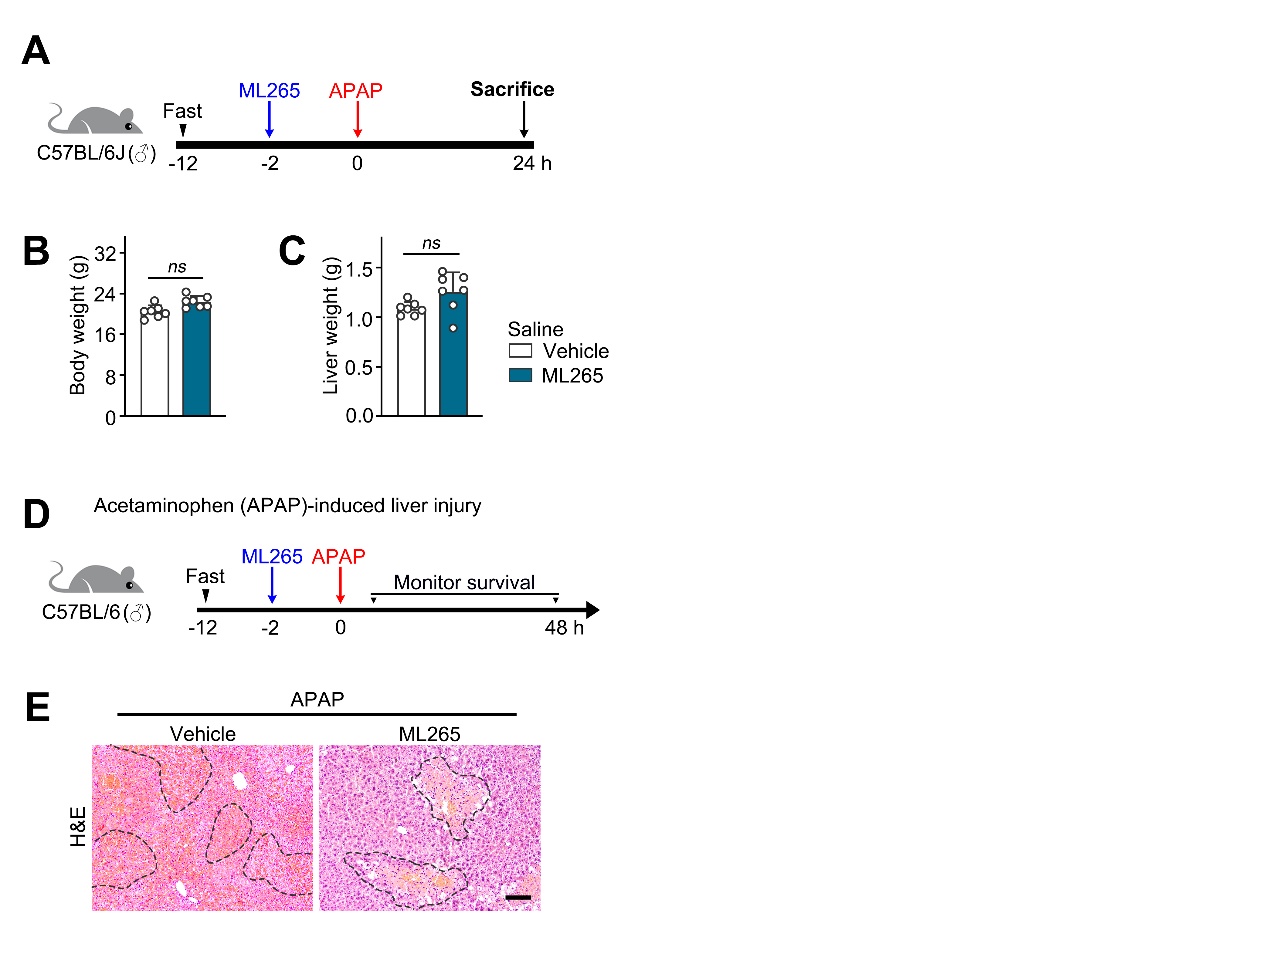

**Figure S1. ML265 treatment efficiently ameliorated APAP-induced ALI without causing significant hepatocoxicity.** (**A**) Scheme diagram depicting C57BL/6J mice pre-treated with ML265 (30 mg/kg), a PKM2 antagonist, were challenged with APAP (300 mg/kg) for indicated time. (**B-C**) Body weight (B) and liver weight (C) of indicated mice. (**D**) Scheme diagram depicting C57BL/6J mice pre-treated with ML265 or vehicle were challenged by APAP (750 mg/kg). (**E**) Representative images of H&E staining of liver tissues of indicated mice after 48 h of APAP induction. Scale bar: 100 μm. ns indicates no significance. Error bars depict the standard deviations.

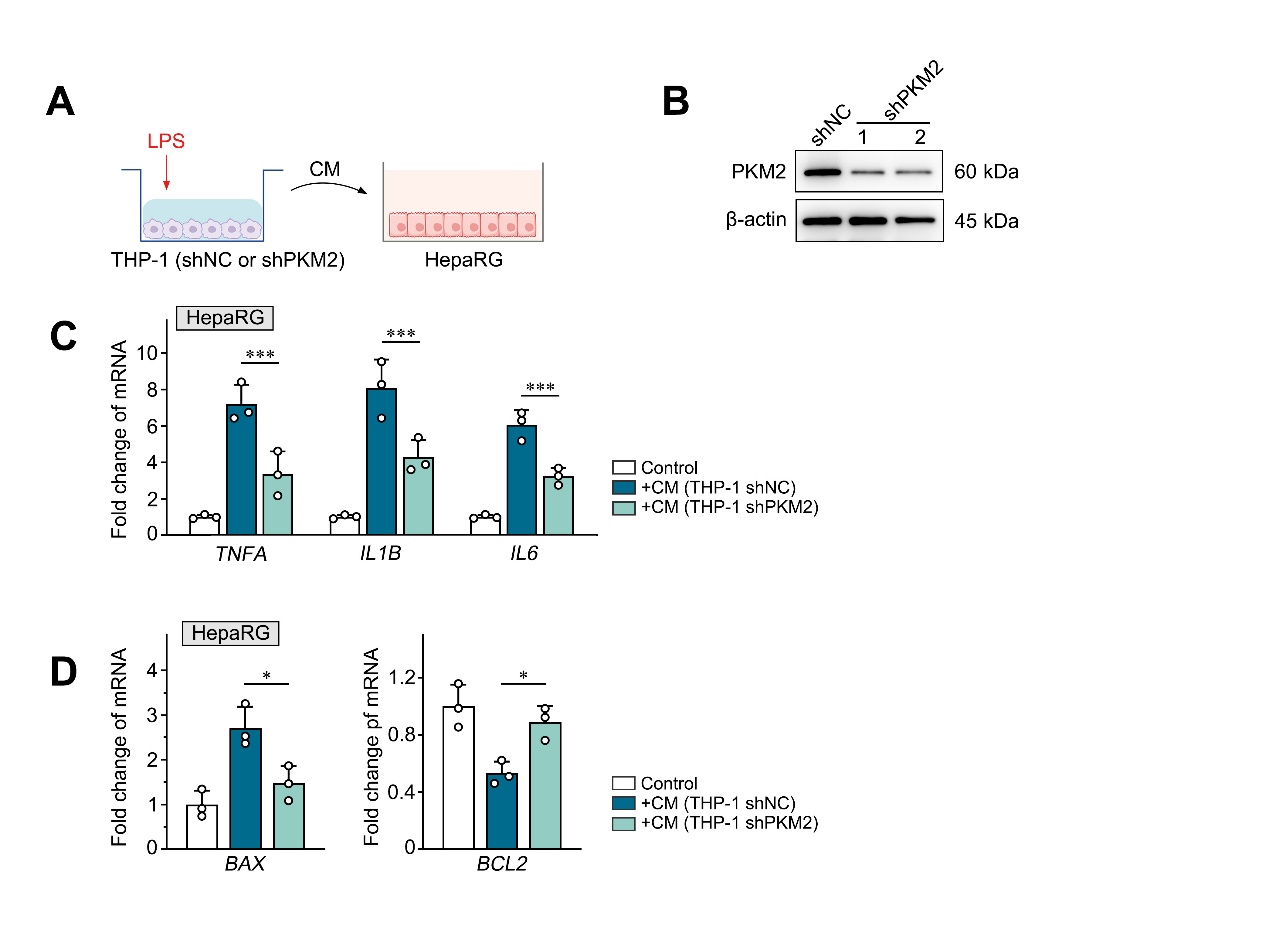

**Figure S2. Knockdown of PKM2 in macrophages ameliorated hepatocyte inflammatory response and apoptosis.** (**A**) Scheme diagram depicting THP-1 (shNC or shPKM2) was differentiated by PMA (20 ng/mL, 48 h) and treated with LPS (1 μg/kg, 24 h), then the conditional medium (CM) were collected and co-cultured with HepaRG cells. (**B**) Validation of knockdown efficacy of PKM2 in shNC- and shPKM2-transfected THP-1 cells. (**C**) mRNA levels of pro-inflammatory genes in CM-treated HepaRG cells. of indicated mice. (**D**) mRNA levels of pro-apoptotic and anti-apoptotic genes in CM-treated HepaRG cells. *P < 0.05; ***P < 0.001. Error bars depict the standard deviations.

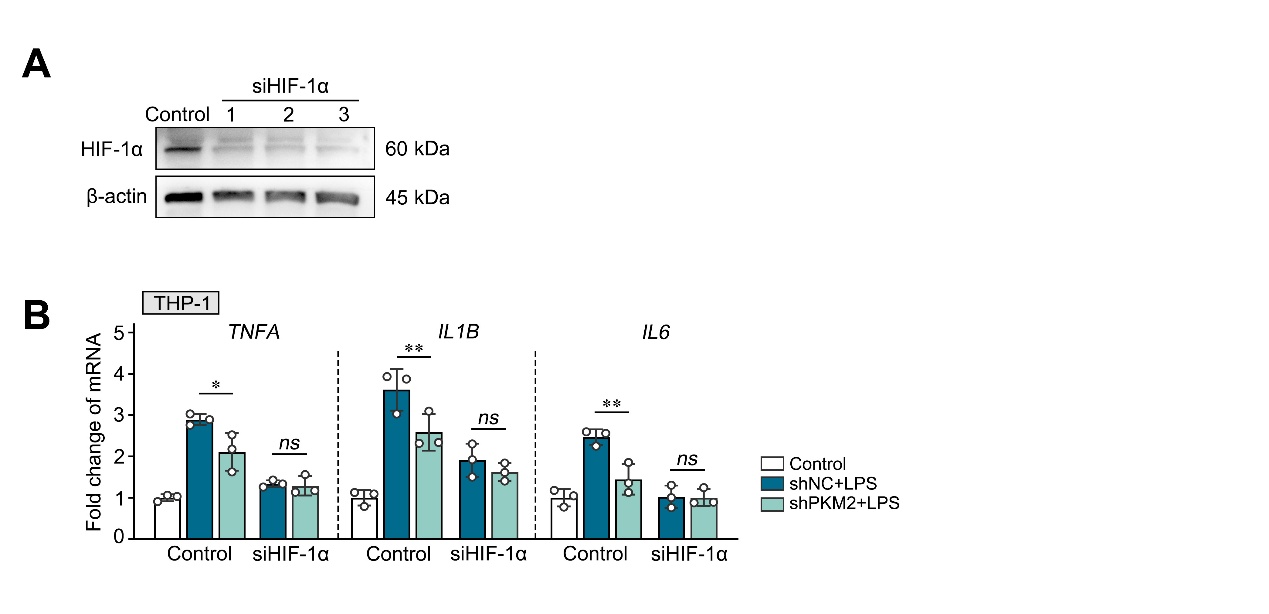

**Figure S3. PKM2-mediated macrophage M1 polarization is HIF-1α dependent.** (**A**) Knockdown efficacy of siRNA-targeting HIF1A in THP-1 cells. (**B**) mRNA levels of pro-inflammatory genes in THP-1 cells (shNC or shPKM2) with siHIF1A transfection. *P < 0.05; **P < 0.01. ns indicates no significance. Error bars depict the standard deviations.

How the deposited data were processed for this re-analysis (not part of the article)

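RNA of bone marrow-derived macrophages (BMDMs) from 3 PKM2ΔMAC and 3 PKM2FL/FL mice, described by the authors as differentiated for 7 days with 10 ng/mL M-CSF and primed for 16 h with 10 ng/mL LPS and 25 ng/mL IFN-γ, was sequenced by the authors, with 1 library per mouse. The authors deposited raw counts per gene symbol and, in a table of the same 23935 symbols, TPM values. The TPM values of each library summed to between 999626 and 999691, and 0 cells were 0 in only 1 of the tables. The paper's text names no aligner, counter, genome build, annotation or filter for these tables, and no software for the comparison of genotypes. It gives KEGG as the source of pathways and a threshold of 0.05 for P. Column names of the tables were matched to the libraries by the genotype and the mouse number they carry, and 0 columns were left unmatched. The other experiments of the paper, such as the APAP-treated livers, the Western blots, the qPCR and the THP-1 cells, were not analysed here.

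The comparison was made on the deposited counts with edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Genes were kept by filterByExpr on genotype, which left 16516 genes. TMM factors were between 0.980 and 1.04, and the 20 genes with the highest counts took between 10.8% and 13.8% of the counts of a library. The model had genotype as its only term, with robust estimation, and its common dispersion was 0.0128. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. CPM values were scaled by the TMM factors. For exact permutation tests of single genes, log2(CPM + 0.1) was compared in both directions, and the smallest p they can give is 0.10. With 3 libraries per genotype and a lowest total of 49957449 counts, the precision for genes with many counts is set by the spread between mice more than by depth. This need not hold for genes with few counts, such as Il6 with between 7 and 18 counts per library, where counting error also matters. Where every library of a genotype had at most 3 counts, the fold is given as a lower bound against 3 counts.

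Genes were named by a rule set before the data were examined. It takes genes of the paper's panels, and the 10 genes with the largest rise and the 10 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the genotypes. Members of a tested list with an adjusted p under 0.05 could also be named. Some genes of the panels are not reported here. Of the 18 that are, 3 were called over all genes (Pkm, Itgam and Actb) and 5 when adjusted over the list alone (also Hmgb1 and Adgre1). Since the panels include genes chosen in part on these samples, the second count is not independent evidence. The 11 gene lists and the marker lists of other cell types were written from general knowledge before the data were examined, and were tested with camera at an inter-gene correlation of 0.01, with fry and an estimated correlation as alternatives. Reactome sets shipped with fgsea 1.28.0 use Entrez identifiers, which were paired with symbols through the RefSeq gene table for GRCm38. Of the 23935 symbols, 20479 matched, and 844 sets with 10 to 300 tested genes were used. Gene positions, transcript lengths and GC content came from GENCODE M21 on GRCm38, in which 23349 of the 23935 symbols were found. The authors' build is not stated.

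The functions were tested on simulated counts for the 16516 genes, in which 200 genes were changed by a log2 fold change of 1 either way. The edgeR test called 72.5% of the 200 changed genes and 18 unchanged genes, DESeq2 called 77% and 48 unchanged genes, and limma-trend called 74% and 18 unchanged genes. Among all calls, which also include called HIF-1 target genes lowered as given below, unchanged genes made up 10.4% for edgeR, 22.3% for DESeq2 and 10.2% for limma-trend in this 1 simulated set, above the nominal 5%, so the numbers of genes called may hold more false calls than the adjusted p states. When 30 HIF-1 target genes were lowered by 0.3 on the log2 scale, camera gave a difference of -0.26 and also called 1 of the 10 other lists, glycolysis genes, which share 9 of the lowered genes.

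Alternatives were DESeq2 1.42.0, RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, libraries down-sampled to the smallest total, a replicate block, non-robust estimation, each library left out in turn, and limma-trend on log2 of the deposited TPM with a pseudocount of 1 or 0.1, with genes of a mean TPM of at least 1 or with no filter. These were set before the data were examined, apart from their use on Reactome sets, neutrophil markers and chromosome regions, which was added afterwards. Fold changes on log2(TPM + 1) understate the change of low genes.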

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

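Set before the data were examined were edgeR's test over all genes, and the camera test of the cell cycle list with its alternatives. The other tests in this part were chosen after the pattern was seen, apart from those of other splits, GC content and transcript length.

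Genes at the distal end of chromosome X, which the paper does not discuss, were higher in PKM2ΔMAC BMDMs. From the start of Tmsb4x at position 167207093 of GRCm38 to the end of the chromosome, 10 genes had a mean of at least 1 CPM, and 9 of them were called. Their median log2 fold change was 0.99, from 0.62 for Mid1 to 1.54 for Gm15726. Tmsb4x had a log2 fold change of 1.03 (SE 0.05, adjusted p = 1.91e-05 from edgeR's quasi-likelihood test), Tlr8 of 0.98, Tlr7 of 0.88, Prps2 of 1.00, Msl3 of 0.99, Arhgap6 of 0.96 and Hccs of 0.91, and G530011O06Rik, which was not called, of 1.48. These genes were named after their values were seen. The median ratio to the PKM2FL/FL mean was 1.01, 0.93 and 1.04 on the log2 scale in PKM2ΔMAC replicates 1 to 3, against values from -0.052 to 0.0091 in the PKM2FL/FL libraries. The 10 nearest X genes before Tmsb4x had a median of 0.02, and 0 of the 417 other X genes were called. A difference in sex between the groups is argued against by Ddx3y, Eif2s3y, Kdm5d and Uty, with a median log2 fold change of -0.038 and values from -0.24 to 0.0040. Normalization or depth is argued against by the other X genes, with a median of 0.0098. A candidate explanation is a second copy of the distal end of chromosome X in the PKM2ΔMAC mice, for which the median of 0.99 is near the value of 1 that an added copy in male cells would give. The edge of the segment was set from the same data, and DNA was not measured. An effect of PKM2 loss on these genes themselves cannot be told apart from it, since 0% of the other X genes were called but the segment and the Pkm genotype go together in all 6 libraries. Gm47283, Mid1-ps1 and Erdr1, whose sequences lie at or near the pseudoautosomal boundary and could share reads between X and Y copies, were also higher, with at least 235-fold for Gm47283 and at least 26.2-fold for Erdr1.

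Cell cycle genes, which the paper does not discuss for these BMDMs, were higher in PKM2ΔMAC BMDMs. Their mean log2 fold change was 0.41 above that of the other genes, and 30 of 30 members were higher, although 0 were called singly. Relative to the PKM2FL/FL mean, the list was at 0.25, 0.84 and 0.19 in PKM2ΔMAC replicates 1 to 3 and between -0.06 and 0.05 in PKM2FL/FL. Replicate 2 as the sole source is argued against, since the difference was 0.20 without it with a camera adjusted p of 6.22e-12. At equal depth the adjusted p was 4.13e-12, and after removal of each library's trend with GC content and transcript length it was 1.51e-13. However, the camera p was under 0.05 in 9 of the 10 splits of the 6 libraries, with 5.98e-10 in another split, so that the preset correlation understates how these genes vary together between mice. Only the genotype split, 1 of the 10 splits, gave a p as small, and the smallest share that 10 splits allow is 0.1, so a grouping by chance cannot be told apart from an effect of genotype. More proliferation of PKM2ΔMAC cultures stays open as an untested biological explanation.

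Neutrophil marker genes were higher in PKM2ΔMAC BMDMs, with a mean log2 fold change 1.70 above that of the other genes and 8 of 8 markers higher, although the libraries of the genotypes overlapped for Elane, Mpo and Mmp8 (camera adjusted p = 4.42e-07 over the marker and sex-linked lists, not called under fry or an estimated correlation). Without PKM2FL/FL replicate 1 the difference was 1.04. The most abundant markers in PKM2ΔMAC were S100a9 (8.19 ± 4.11 CPM in PKM2FL/FL and 32.5 ± 12.5 CPM in PKM2ΔMAC, SD, n = 3 each), Ngp (4.10 ± 1.88 and 30.5 ± 16.6 CPM) and Ltf (4.49 ± 2.20 and 22.1 ± 8.49 CPM), while the most abundant in PKM2FL/FL was Mmp8 (9.44 ± 3.09 and 15.5 ± 9.49 CPM). None of the 8 passed singly over all genes, and the smallest adjusted p was 0.213, for S100a8. After removal of the trend with GC content and length, the list's adjusted p was 4.44e-08. A lower share of macrophages would raise markers of all other cell types alike. B cell markers were higher by 0.82 in 6 of 6 genes and passed the threshold (camera adjusted p = 0.00952), which goes with it, but stromal cell markers differed by 0.16 and dendritic cell markers by -0.074, so that it does not account for the size of the neutrophil difference. Erythroid markers differed by 0.48, mast cell and basophil markers by -0.44 and T and NK cell markers by -0.70. The comparison was first made with the dendritic cell markers and moved to the stromal cell markers after the values of both were seen, and both argue against it. Macrophage identity genes other than Lyz2 differed by -0.035. Neutrophils or their precursors in the PKM2ΔMAC cultures may be the source, but this stays open. The lowest log2 fold change among the markers was 0.72 (SE 0.51), for Mmp8, and edgeR's test did not tell it from no change (unadjusted p = 0.217). Expression of these genes by the macrophages themselves was not tested. The camera p was under 0.05 in 6 of the 10 splits and as small as the real one in 1 of 10, so that chance cannot be told apart at this number of libraries.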

How the results depend on the processing

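The median log2 fold change of all genes stayed between -0.0023 and 0.0665 under all settings. With DESeq2, 280 genes were called (184 higher, 96 lower) and 499 passed an unadjusted p of at most 0.05 with a log2 fold change of at least 1, and all 68 genes called by edgeR were among the 280. With no filter on low counts, 120 were called (77 higher, 43 lower, 67 of them shared) and 618 passed the second criterion. With at least 10 counts in every library, 129 passed the second criterion. An adjusted p under 0.01 left 33 genes, and a log2 fold change of at least 1 beside the adjusted p under 0.05 left 36. On log2(TPM + 1) with genes of a mean TPM of at least 1, 41 genes were called, 9 of them lower, and 135 passed the second criterion. On log2(TPM + 0.1), 32 were called (24 higher, 8 lower), and on log2(TPM + 1) with no filter, 36 (27 higher, 9 lower), with 155 passing the second criterion. The stricter thresholds and filters test or admit fewer genes by construction; the cause of the other differences was not tested. A total of 14 genes were called under every setting that refitted the model, among them Lyz2, Il18, Ccr3, Itgam, Tmsb4x and Tlr8. No other split of the 6 libraries called any gene, with up to 133 passing the second criterion, so 1 of 10 splits gave as many as the genotypes, and for the second criterion it was also 1 of 10. With 10 splits the share is never under 0.1.

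Leaving out 1 library at a time, the number of genes called ranged from 22 to 299, those higher from 17 to 164 and those lower from 5 to 135. The count was 26, 27 and 22 without PKM2FL/FL replicates 1, 2 and 3, and 299 without PKM2ΔMAC replicate 2, in which 68 genes were shared. The log2 fold change ranged from -0.78 to -0.62 for Pkm, from -0.25 to 0.18 for Il1b, from -0.014 to 0.055 for Tgfb1, from -0.044 to 0.0025 for Ldha and from -0.22 to 0.95 for Nos2. List differences ranged from -0.13 to -0.090 for HIF-1 target genes and from -0.15 to 0.11 for interferon response genes. Between 15 and 30 Reactome sets were higher and between 0 and 1 lower, the 1 set without PKM2ΔMAC replicate 2.

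The log2 fold change of Pkm was -0.61 in each of the 3 fits on TPM and no longer passed the threshold there. Genes without a difference changed sign in some settings. Il1b was at 0.0010 with upper-quartile normalization, and at 0.047, 0.055 and 0.047 on log2(TPM + 1), log2(TPM + 0.1) and unfiltered log2(TPM + 1). In the same order, Ldha was at 0.055, 0.055 and 0.055 and Stat6 at 0.0024, 0.0024 and 0.0024. These fits move the median of all genes to 0.063, 0.067 and 0.046, which is the main part of these sign changes: relative to it, Stat6 stayed lower in all 3 fits, and Il1b and Ldha stayed lower in the first 2 and were at 0.00098 and 0.0092 in the unfiltered fit. HIF-1 target genes lost the threshold on TPM in these 3 fits, at -0.076, -0.097 and -0.060. NOD-like receptor genes were at 0.0047 on log2(TPM + 1) and 0.015 unfiltered, anti-inflammatory genes at -0.0091 on log2(TPM + 0.1), and interferon response genes at 0.012 and ribosomal protein genes at 0.012 unfiltered, the last with an adjusted p of 0.00350 against a range up to 0.913 over its alternatives. Reactome sets that were higher numbered 37, 37 and 155. The cause of the other changes was not tested.

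Under fry and under an estimated correlation, HIF-1 target genes (-0.10) and cell cycle genes (0.41) lost the threshold, 0 Reactome sets were higher, and macrophage identity genes (-0.62) passed it under fry, adjusted p = 0.00268. Since these tests use the same differences and other estimates of how genes vary together, the calls of camera depend on its preset correlation. For HIF-1 target genes, 2 of the 10 splits gave a camera p as small as the genotypes, and removal of each library's trend with GC content and length gave an adjusted p of 0.0990. By the reading set before that test, loss of the threshold speaks for a contribution of the trend, so GC content and length stay an open technical explanation, although the difference itself was still -0.092. As many Reactome sets as between the genotypes passed the threshold in 3 of the 10 splits, with up to 39 in another split.

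Same-numbered libraries share only a number, since the correlations of their deviations from the group means were 0.07, 0.12 and 0.01. With a replicate block, 82 genes were called, 55 of them shared with the 68. Among the values of the other named genes, the neutrophil markers and the chromosome regions, 546 kept their direction and side of the threshold or their size, 83 lost the threshold, 2 gained it, 9 changed sign and 12 counts or medians moved. The depth limits the detection of genes near 0.0601 CPM, the level of 3 counts in the smallest library, and none of the 4 genes of Fig. 5B compared here lay that low.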

Differences from the paper's values

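Read by eye, Fig. 5B of the paper shows a log2 fold change of about 6.0 for Tgfb1, about 4.7 for Cx3cr1, about -2.3 for Il1b and about -3.2 for Cxcl2. From the deposited counts they were 0.017 for Tgfb1, 0.30 for Cx3cr1, -0.0047 for Il1b and -0.27 for Cxcl2. The values of the figure were read at the points that its labels mark, and the placement of the labels could not be checked. None of the alternatives set before the data were examined closed the gap for any of the 4 genes. The values nearest the figure under these alternatives were 0.089 for Tgfb1, 0.51 for Cx3cr1, -0.25 for Il1b and -0.63 for Cxcl2, and no change of log base brings the series together.

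The rank axis of Fig. 5B of the paper ends at about 39000, read by eye, against 23935 gene symbols in the deposited tables. No alternative adds symbols to the tables, so none closed this gap. The lowest point of Fig. 5B, about -9.2 read by eye, was near the -9.29 of Lyz2, also under the alternatives apart from that without PKM2ΔMAC replicate 1, where the lowest was -10.58. The highest point, about 8.9 read by eye, was near the fitted 8.41 of Gm47283, but that gene had at most 3 counts in every PKM2FL/FL library, so its fitted value is no measure of its size, and the highest value ranged from 4.59 to 10.82 over the alternatives.

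The paper states that PKM2 knockout lowered pro-inflammatory responses and cytokine production in these BMDMs. The pro-inflammatory (M1) list had a mean log2 fold change 0.17 above the other genes (camera adjusted p = 0.384), and its difference was positive under all 18 alternatives run, from 0.08 to 0.23. The paper states that IL-1β and, in the discussion, Cxcl2 were lower. Neither of these genes was called under any setting run here. Il1b, Cxcl2 and most M1 genes were low in both genotypes, so these values say little on whether PKM2 loss lowers an induced response. Fig. 5C of the paper lists chemokine, TNF, NF-kappa B, NOD-like receptor and HIF-1 terms. Of the matching lists written for this work, the HIF-1 target genes passed the threshold, at -0.10 with an adjusted p of 0.0390, and the other lists did not. The figure also lists terms on the response to interferon-gamma and on ribosomes. Interferon response genes passed the threshold as lower without PKM2ΔMAC replicate 2 and as higher without PKM2ΔMAC replicate 3, and ribosomal protein genes passed it, at 0.012, on unfiltered log2(TPM + 1).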

Other observations

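The tests in this part were chosen after the pattern was seen, apart from edgeR's test over all genes. For the genes of the last paragraph, the alternatives were also set before the data were examined.

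Pro-inflammatory transcripts were low in the libraries of both genotypes. Of the 30 genes of the M1 list, 22 were under 10 CPM in both genotypes, 73.3%, and the list's median was 3.23 CPM in PKM2FL/FL and 2.99 CPM in PKM2ΔMAC, against a median of 13.9 CPM over all tested genes in PKM2FL/FL. In PKM2FL/FL, Nos2 was at 0.270 ± 0.218 CPM, Il6 at 0.179 ± 0.0450 CPM, Il12b at 0.0634 ± 0.0424 CPM and Cxcl9 at 0.655 ± 0.189 CPM (SD, n = 3), whereas Mrc1 was at 871 ± 25.0 CPM and Csf1r at 3284 ± 139 CPM. Il12b, Cxcl9, Csf1r and Col1a1 were named after their values were seen. Too few reads are argued against by the 0.0601 CPM that 3 counts make in the smallest library. An absence of macrophages is argued against by the median of 842 CPM of the macrophage identity genes other than Lyz2. A share of other cells is not excluded, since the collagen gene Col1a1 was at 2170 ± 186 CPM (SD, n = 3) in PKM2FL/FL. A candidate explanation is that the cultures had no lasting LPS/IFN-γ response when RNA was taken, which the 73.3% of low M1 genes does not test, since it is the pattern itself. Libraries of unprimed BMDMs were not analysed here, so the size of a response cannot be measured from these libraries, and whether the labelled priming was weak, had faded or did not take place stays open.

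Differentially expressed genes crowded around Pkm. Within 20000000 bases of Pkm on chromosome 9, 13 of 337 tested genes were called (7 higher, 6 lower), 3.86%, without counting Pkm and the genes that overlap it. The count was 6, 7 and 6 without PKM2FL/FL replicates 1, 2 and 3, 8 without PKM2ΔMAC replicate 1 and 27 without PKM2ΔMAC replicate 2, and it ranged from 6 to 29 over the alternatives that keep all libraries. The 13 genes lay between 44468344 and 58555437, on 1 side of Pkm. Elsewhere, apart from the distal X segment, 42 of 15880 were called, 0.264%. The odds ratio of these shares was 15.1 (Fisher's exact test, two-sided, p = 7.08e-11, with genes treated as independent, which neighbours are not). Of 8961 windows of as many consecutive tested genes that share no gene with this one, 0 held as many calls, and the highest number was 9. Calls also crowded on chromosome 10, where 12 of 759 tested genes were called, 9 of them among the 144 tested genes from 3366057 to 35711892, so that crowding was not particular to the surroundings of Pkm. Ppp1r14c, Hebp2, Gm26740, Hmgb1-ps8 and Amd2 were among these 9. Without these 144 genes, 33 of 15736 were called elsewhere, 0.210%. An effect of PKM2 loss on genes wherever they lie would give an odds ratio near 1 and does not account for the crowding as a whole. DNA of another strain around the floxed Pkm allele may account for it, but this was not tested, since the p of 7.08e-11 measures the crowding itself. It would bear on all 13 called genes of this window. Among them are Il18, Cadm1, Ppp2r1b, Pstpip1, Nxpe1-ps and Cd276, with log2 fold changes of 1.29, 1.51, 1.24, -1.11, -6.055 and -0.93. Cadm1 and Ppp2r1b were named after their values were seen. The width of the window was chosen after the calls were seen, and no sequence of the mice was analysed here.

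Lyz2 kept 0.160% of its PKM2FL/FL level in PKM2ΔMAC, with between 17006 and 18721 CPM in PKM2FL/FL and between 24.3 and 31.8 CPM in PKM2ΔMAC libraries. A mislabelled library is argued against, since the lowest PKM2FL/FL level was 535 times the highest PKM2ΔMAC level. Reads of Lyz2 counted on its paralog Lyz1 are argued against as the cause, since the gain of Lyz1 was 0.598% of the loss of Lyz2. LysM-Cre on both Lyz2 alleles may be the cause, since a single disrupted allele would leave a large part of the transcript and 0.160% was left. The copy number of Cre was not analysed here, and a comparison of these genotypes then also compares macrophages with and without lysozyme 2.

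Other genes of the paper's panels, which the paper measured by other methods and in part in other tissues or cells, were also counted in these libraries. Slc2a1, which encodes GLUT1, had a log2 fold change of 0.07 (SE 0.04, adjusted p = 0.644 from edgeR's quasi-likelihood test) and Ldha of -0.02 (SE 0.04, adjusted p = 0.932). Tnf was at 0.38 (SE 0.19, adjusted p = 0.575), at 0.12 without PKM2ΔMAC replicate 2, and Il6, near the limit of detection, was at 0.53 (SE 0.45, adjusted p = 0.767). Hif1a was at -0.07 and was not called. Nos2 was at 0.29, Mrc1 at -0.12, Cd86 at -0.09 and Stat6 at -0.07, none of them called. Itgam, which encodes CD11b, was higher by 0.43 (SE 0.04, adjusted p = 0.00272), in 3 of 3 PKM2ΔMAC libraries. Actb was higher by 0.36 (SE 0.06, adjusted p = 0.0469), which lost the threshold under 10 of 17 alternatives. Adgre1, which encodes F4/80, was at 0.26 (adjusted p = 0.236) and Hmgb1 at 0.17 (adjusted p = 0.224).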
